# Loss of *Glis3* causes dysregulation of retrotransposon silencing and germ cell demise in fetal mouse testis

**DOI:** 10.1038/s41598-018-27843-x

**Published:** 2018-06-25

**Authors:** Erica K. Ungewitter, Emmi Rotgers, Hong Soon Kang, Kristin Lichti-Kaiser, Leping Li, Sara A. Grimm, Anton M. Jetten, Humphrey H.-C. Yao

## Abstract

Fetal germ cell development is regulated by an elaborate combination of cell-extrinsic and cell-intrinsic signals. Here we identify a novel role for the Krüppel-like transcription factor Gli-Similar 3 (*Glis3*) in male germ cell development in the mouse embryos. *Glis3* is expressed in male germ cells during the brief window of time prior to initiation of piRNA-dependent retrotransposon surveillance. Disruption of *Glis3* function led to a widespread reduction in retrotransposon silencing factors, aberrant retrotransposon expression and pronounced germ cell loss. Experimental induction of precocious *Glis3* expression *in vivo* before its normal expression resulted in premature expression of several piRNA pathway members, suggesting that GLIS3 is necessary for the activation of the retrotransposon silencing programs. Our findings reveal an unexpected role for GLIS3 in the development of male germ cells and point to a central role for GLIS3 in the control of retrotransposon silencing in the fetal germline.

## Introduction

Germ cells are a specialized population of cells that gives rise to gametes and, upon conception, form a continuous chain of genetic information between generations. In mice, primordial germ cells (PGCs) are specified at early gastrulation, around embryonic day (E) 6.25, then undergo a rapid burst of proliferation and migration to reach the developing gonads around E10.5^1^. PGCs also undergo extensive epigenetic remodeling – including global DNA demethylation, chromatin reorganization, and imprint erasure - during this phase of development^2^. These epigenetic changes are vital to reset methylation marks as the germline enters a new generation but leave PGCs vulnerable to genetic damage from transposable DNA elements.

It is imperative for germ cells to protect the integrity of their ‘immortal’ genomes and they have developed several unique mechanisms to do so, which include global transcriptional repression, chromatin state alteration and expression of germline specific PIWI/piRNA factors^3^. Mis-regulation and defects in these mechanisms such as in mice lacking components of the PIWI/piRNA pathway, including Piwi-like 1(*Piwil1*), *Piwil2*, *Piwil4*, *Vasa*, *Dnmt3l*, *Hormad1*, *Prmt5* and others^4–10^ led to germ cell loss and infertility. In all of these examples, germ cells are lost in postnatal life, concordant with the transition from germ cell (gonocyte) to spermatogonial stem cell. Fetal loss of male germ cells, by contrast, is not common and the mechanism(s) underlying this process are not well understood.

In this study, we set out to characterize the role of a testis-enriched transcription factor, GLIS3^11^, in male germ cell development in mouse embryos. GLIS3 is a member of the GLI-Similar (GLIS) family of Krüppel-like transcription factors, named for their high degree of sequence homology to the zinc finger domains of the Gli/Zic proteins^12^. *Glis3* is highly expressed in mid-gestation kidney and pancreas and has been shown to be essential for the development of these organs^13^. Homozygotes of a weaker *Glis3* mutant allele (*Glis3*^*KO2*^) have defects in spermatogonia differentiation and proliferation during early postnatal testis development in the mouse^14^. Testes from this hypomorphic *Glis3* mutant strain appeared normal at birth but contain little to no germ cells by 8 weeks of age. Genes associated with undifferentiated spermatogonia, including *Ret*, *Lhx1* and *Pouf51*, were suppressed in the neonatal testis of this *Glis3* mutant line, suggesting that normal GLIS3 function is important for transition from germ cell to spermatogonial stem cell during early spermatogenesis^14^.

Given the unique pattern of *Glis3* expression in embryonic testis, we hypothesized that it also plays an important role during fetal testis development. In this study, we analyzed the testis phenotypes in a nonfunctional *Glis3* knockout mouse and examined its role in male fetal germ cell survival and its potential involvement in retrotransposon silencing programs.

## Results

### *Glis3* is expressed predominantly in germ cells

The first goal of our study was to precisely characterize the expression pattern of *Glis3* during fetal testis development. Attempts to generate specific antibodies against mouse GLIS3 have thus far been unsuccessful. We therefore turned our focus to mRNA levels using quantitative real-time PCR (qPCR). In wild-type fetal testes, *Glis3* mRNA levels rose sharply around E12.5 and returned to baseline by E14.5 (Fig. 1A). To determine the cellular source of *Glis3* in fetal testes, we separated somatic and germ cell fractions from E13.5 *Oct4-eGFP* testis, in which germ cells are marked by enhanced GFP fluorescence, by FACS (Supplemental Fig. 1). *Glis3* mRNA was predominantly detected in male germ cells with low expression in the somatic cells, which is consistent with *Glis3* expression pattern described in isolated fetal germ cells at E11.5 to E13.5 (Fig. 1B)^15^. The germ cell-specific expression of *Glis3* was further confirmed with a knock-in mouse line, in which the endogenous GLIS3 protein is fused to an enhanced GFP protein (*Glis3-eGFP*). In E13.5 fetal testes, *Glis3-eGFP* was found predominantly in the germ cells located inside testis cords, overlapping with the germ cell marker TRA98 (Fig. 1C–E).

**Figure 1:**
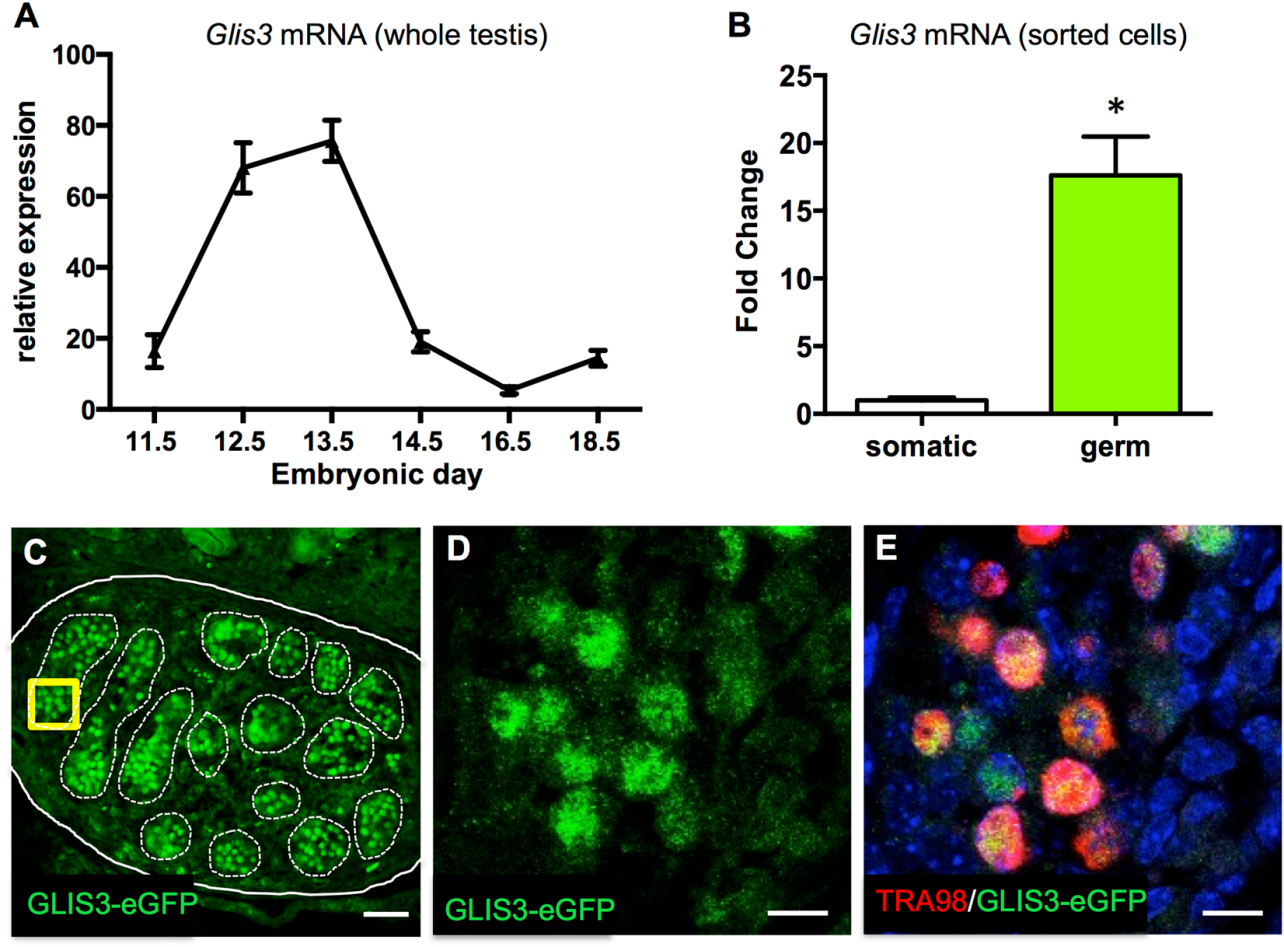
*Glis3* is expressed in fetal germ cells in the testis. (**A**) qPCR analysis of *Glis3* mRNA levels in wild-type CD-1 mouse fetal testes from E11.5 to E18.5. (**B**) qPCR analysis of *Glis3* mRNA in FACS-isolated somatic or germ cell populations from E13.5 Oct4-eGFP testes. Expression levels of Oct4-eGFP negative cells are set as 1. *p < 0.005 by Student’s T test. Values in both graphs are presented as mean ± s.e.m.; N = 3–4 biological replicates. (**C–E**) Immunofluorescence for Glis3-eGFP (green) in E13.5 testis from the *Glis3-eGFP* reporter mouse line. White dotted and solid lines outline the testis cords and fetal testis, respectively. The yellow inset from panel C is shown at greater magnification in panels D and E. (**E**) Immunohistochemistry for *Glis3-eGFP* (green), germ cells (TRA98; red), and DNA (DAPI; blue). Scale bars: (**C**) 50 μm, (**D,E**) 10 μm.

### *Glis3* is essential for the development and survival of male fetal germ cells

The window of peak *Glis3* expression (E12.5–14.5) coincides with two critical events in early germ cell development: the choice between meiotic entry versus mitotic arrest and genome-wide demethylation. To determine the functional significance of *Glis3*, we examined testis development from the global *Glis3* null mutation strain (*Glis3*^*zf5*^, hereafter referred to as *Glis3* mutant) from E13.5 to postnatal day (PND) 5, the latest that mutant animals can survive. *Glis3*^*zf5/zf5*^ homozygotes develop severe pancreatic and thyroid phenotypes that cause death at or before PND7^13^, in contrast to the weaker *Glis3*^*KO2*^ mutant strain, which survives until approximately 2 months of age^14^. Gross morphological analysis revealed no overt changes in *Glis3*^*zf5/zf5*^ mutant testes at these stages of development. Morphogenesis of the testis structures and somatic cell differentiation were not affected based on the immunostaining of AMH, a marker of Sertoli cell differentiation (Fig. 2A–H) and expression of *Cyp11a1*, a marker for Leydig cell differentiation (Fig. 2J). At E13.5, numbers of germ cells marked with TRA98 were similar between the control and *Glis3*^*zf5/zf5*^ mutant testes, indicating that germ cell specification and migration occurred normally (Fig. 2A,E). However, starting at E15.5, a significant reduction in TRA98- positive germ cells became apparent in mutant testes (arrows in Fig. 2A) and by PND5, many mutant testis cords were devoid of any germ cells (Fig. 2H). At E15.5, we observed a 40% reduction in germ cell numbers in mutant testes (Fig. 2I). The decrease in germ cell numbers in mutant testes at E15.5 was in parallel with a significant reduction in expression of the germ cell-specific genes *Oct4* and *Vasa* (Fig. 2J). A similar phenotype was observed at PND5. We were not able to examine the germ cell phenotype beyond PND5 because the *Glis3* mutant animals did not survive past PND5. These results indicate that *Glis3* is highly enriched in the germ cells, and is required for germline survival in male fetal testes. Somatic cell populations were not altered in mutant testes, suggesting that germ cell loss is not a consequence of deficiencies in somatic cell differentiation.

**Figure 2:**
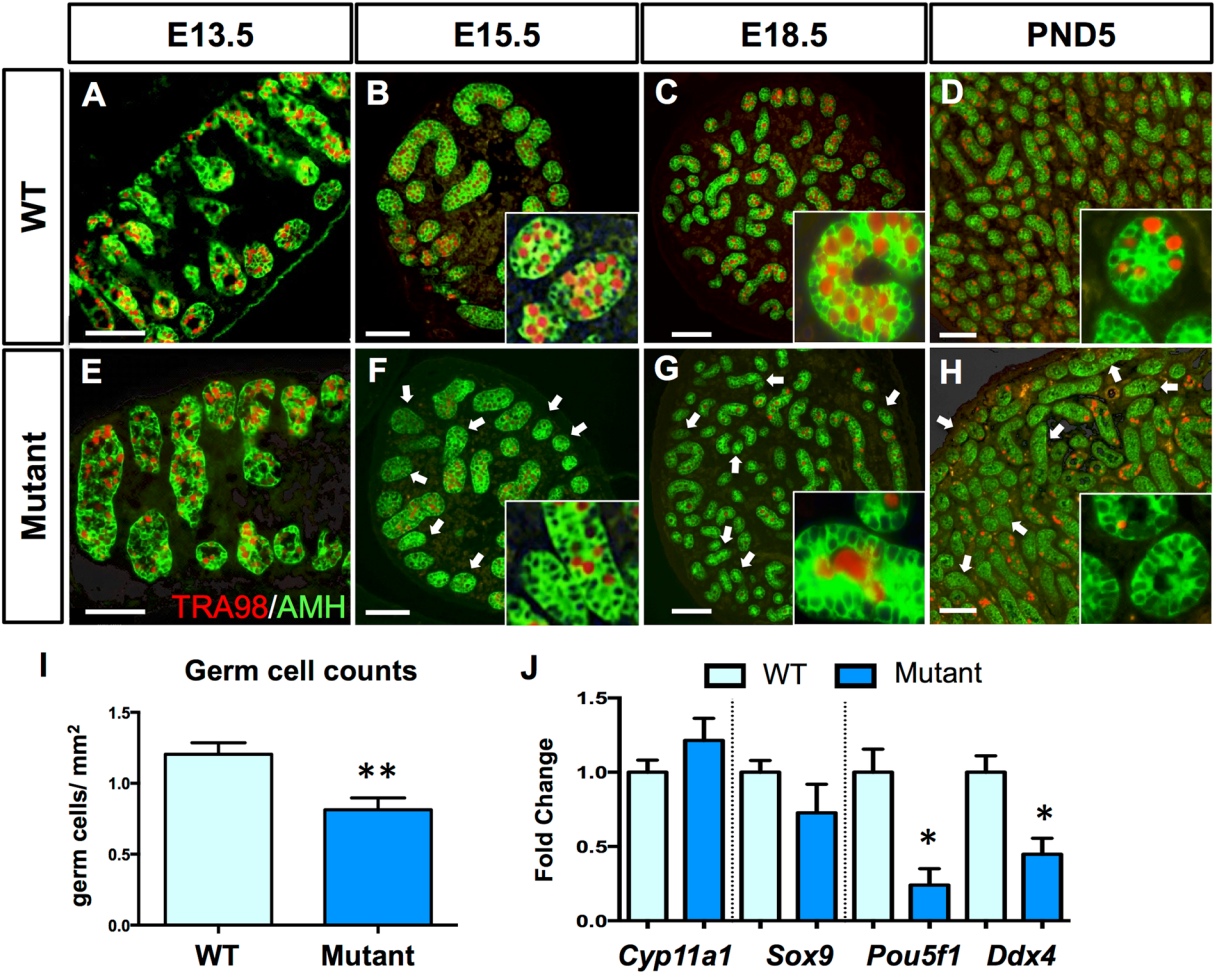
Fetal male germ cells are progressively lost in *Glis3* mutant testes. (**A–H**) Immunohistochemistry for the Sertoli cell marker AMH (green) and germ cell marker TRA98 (red), in wild type (WT) and *Glis3*^*zf5/zf5*^ mutant testes at E13.5, E15.5, E18.5, and PND5. Arrows indicate testis cords devoid of TRA98-positive germ cells. Insets are higher magnification regions of (**B-D,F-H**). Scale bar = 50 μm. (**I**) Quantification of germ cell number per square mm in WT and mutant testes at E15.5. *p < 0.05, **p < 0.01 by Student’s T test. (**J**) qPCR analysis of mRNA levels of somatic cell markers (*Sox9* for Sertoli cells and *Cyp11a* for Leydig cells) and germ cell markers (*Ddx4* and *Oct4*) in WT and mutant testes at E15.5. Expression levels of WT samples are set as 1. Values in all graphs are presented as mean ± s.e.m.; N = 5–6 biological replicates per genotype (**I**) or 3–4 replicates (**J**).

### Identifying the mechanism(s) of GLIS3 action in the male germline

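RNA-Seq libraries were made from 7 embryos at E14.5, 3 labelled wild-type and 4 homozygous for the *Glis3* zf5 allele, with 1 pair of testes per library (n = 3 wild-type and n = 4 mutant). Ribosomal RNA was removed from total RNA, first-strand synthesis was started from random primers, and no step selected for poly-A tails, so transcripts without a tail were sequenced beside mRNA. The authors aligned the reads to the mouse genome (mm10) with TopHat and, with Cuffquant and Cuffnorm on RefSeq gene models, made 1 FPKM value (fragments scaled to transcript length and library size) per gene and library. The deposited table lists 24739 genes, of which 21236 had a value above 0 in at least 1 library and between 18644 and 19081 in each library. The paper gives the depth as a minimum for all libraries, and the number of fragments behind each FPKM value is unknown. The steps between the lowest FPKM values of each library gave depths relative to wild-type replicate 1 of 0.885 for wild-type replicate 2, 0.935 for wild-type replicate 3, and 0.863, 0.78, 0.88 and 0.858 for mutant replicates 1 to 4. Values were analyzed as log2(FPKM + 0.5) with limma, with a trend of the variance over expression, for the 13988 genes with a mean of at least 0.5 FPKM over the 7 libraries, and two-sided p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on this scale, which understates the change of genes with low FPKM. Cuffdiff, the tool behind the published comparison, works from aligned reads and was not run here. Two-sided exact permutation tests over the 35 splits of the 7 libraries into 3 and 4 cannot give a p-value below 0.0286. Values were also simulated for the same 13988 genes, with 200 genes changed by 1.5 on the log2 scale. Of the changed genes, 186 (93%) were called, along with 10 unchanged genes. The changed genes were picked at random, and noise was drawn separately for each gene. Variation that many genes share between libraries was therefore absent. The 93% is not the power for genes that vary together between libraries.

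*Glis3*, the gene disrupted in the mutant, lies on chromosome 19 of mm10 from 28262448 to 28680077, on the minus strand. Its FPKM was 7.63, 6.89 and 2.91 in the libraries labelled wild-type replicates 1, 2 and 3, and 3.86, 3.26, 2.9 and 2.66 in mutant replicates 1 to 4. The means were 5.81 ± 2.54 (SD, n = 3) and 3.17 ± 0.524 (SD, n = 4), and the log2 fold change was -0.69 (standard error 0.28, adjusted p = 0.268 from limma). The value of the library labelled wild-type replicate 3 lay within the range of the mutant libraries (exact permutation test, p = 0.114). FPKM covers the whole gene, including exons that the mutant allele retains. Without that library, the alternative that moved *Glis3* most, its log2 fold change was -1.09 with an adjusted p of 0.00985 from limma, within a range of 0.00985 to 0.57 over all alternatives. Reads of the 240 retrotransposon loci inside *Glis3*, counted by the authors separately from FPKM, separated the groups. Scaled to CPM, they were 197.3, 157.8 and 115.8 in the wild-type libraries and 93.5, 87.2, 99.5 and 67.8 in the mutant libraries, with means of 157 ± 40.8 (SD, n = 3) and 87 ± 13.8 (SD, n = 4; exact permutation test, p = 0.0286). Because *Glis3* mRNA in 1 wild-type library lay at the level of the mutants, that sample is called the library labelled wild-type replicate 3.

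**Figure D1:**
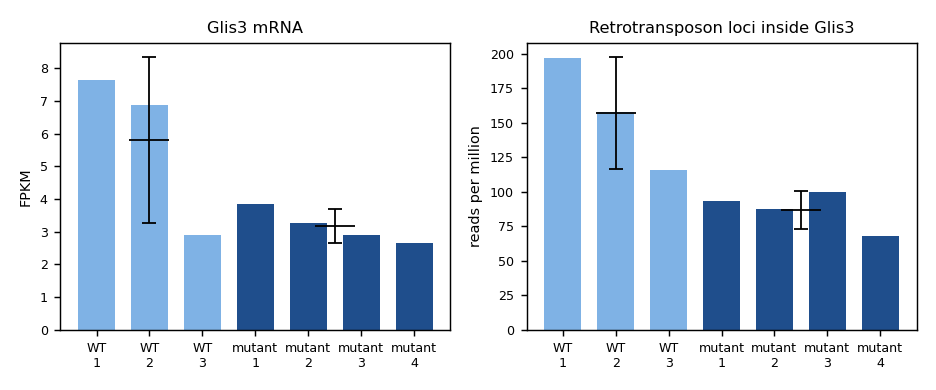
*Glis3* FPKM (left) and reads (CPM) at the 240 retrotransposon loci inside *Glis3* (right) in each of the 7 libraries; light bars are the libraries labelled wild-type (WT), dark bars the mutant libraries, and black lines the group means with SD. The library labelled wild-type replicate 3 has 2.91 FPKM, among the mutant libraries, and 115.8 CPM, above all 4 of them.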

To identify the mechanisms by which GLIS3 controls male germ cell survival, we performed mRNA sequencing (RNA-Seq) on whole testes of wild type and *Glis3* mutant embryos at E14.5, before the onset of germ cell loss in mutant testes. At E14.5, germ cell numbers in the *Glis3* mutant testes (100 ± 40 germ cells/mm^2^) were not different from those in the wild-type testes (160 ± 50 vs. germ cells/mm^2^). 

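The piRNA pathway makes small RNAs that direct the silencing of retrotransposons in germ cells. A list of 20 of its genes, including *Ddx4*, *Mael*, *Mov10l1*, *Asz1* and the PIWI-like and Tudor-domain genes, was written before the data were examined; 15 of them are also in the figures of changed genes that the study chose from these libraries (Fig. 3A, Supplemental Fig. 2C). All 18 listed genes that passed the filter fell in the mutant libraries, with a median log2 fold change of -1.09 and a range from -1.66 to -0.37. None of the 18 was past the threshold over all genes tested, 10 had an unadjusted p under 0.05, and 5 were past the threshold when adjusted over the list alone. The mean log2(FPKM + 0.5) of the list was 3.84 and 4.37 in wild-type replicates 1 and 2, 2.32 in the library labelled wild-type replicate 3, and 2.96, 2.4, 2.25 and 2.06 in mutant replicates 1 to 4. The group means of 3.51 ± 1.06 (SD, n = 3) and 2.42 ± 0.39 (SD, n = 4) did not differ beyond the spread of the libraries (exact permutation test, p = 0.143). The set test camera, with a preset correlation between genes of 0.01, gave a p-value of 2.33e-10, and fry, which uses the correlation in the data, gave 0.0633. Among the lists with a camera p-value under 0.05, the piRNA list, the genes of Supplemental Fig. 2C and its piRNA genes, the genes named in the text and a list of adrenal cortex genes did not stay under 0.05 with fry, and the lists of Fig. 3A, Fig. 3E, germ cell, fetal Leydig cell, macrophage, mast cell and mesonephric genes did. Leaving out the library labelled wild-type replicate 3 brought the piRNA list to a median of -1.54 and a fry p-value of 0.00162, within a range of 0.00162 to 0.189 over all alternatives. Leaving out wild-type replicate 2 moved the median most, to -0.6.

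A second list held 22 germ cell genes outside of the piRNA pathway, such as *Dazl*, *Pou5f1*, *Sall4* and *Sycp3*, of which 5 are in Fig. 3A and 1 in Fig. 3C. Of these, 21 fell, with a median log2 fold change of -0.69. None was past the threshold over all genes tested, 12 had an unadjusted p under 0.05, and 10 were past it when adjusted over the list alone. The mean log2 value of this list was 4.14 ± 0.51 (SD, n = 3) in the libraries labelled wild-type and 3.51 ± 0.07 (SD, n = 4) in the mutant libraries, with every mutant library below every wild-type library (exact permutation test, p = 0.0286, the smallest possible). The p-values were 3.35e-09 with camera and 0.0387 with fry, and fry gave up to 0.0903 when 1 library was left out.

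**Figure D2:**
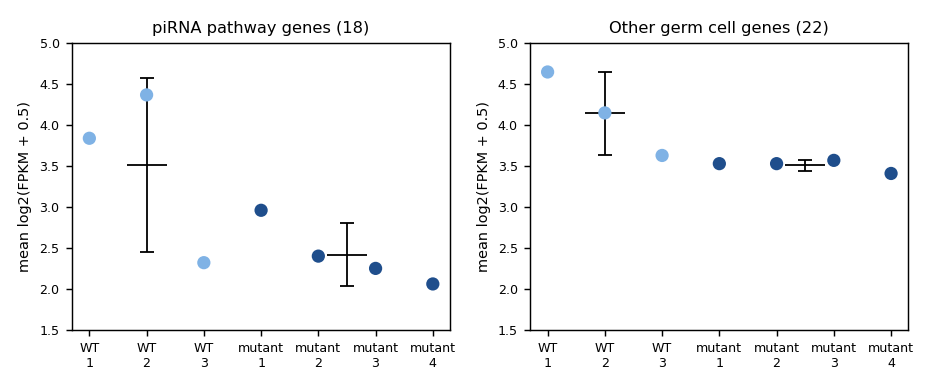
Mean log2(FPKM + 0.5) per library of the 18 piRNA pathway genes (left) and the 22 other germ cell genes (right); light points are the libraries labelled wild-type (WT), dark points the mutant libraries, and black lines the group means with SD. The library labelled wild-type replicate 3 lies among the mutant libraries for the piRNA genes, at 2.32, and 2 mutant libraries, at 2.96 and 2.4, lie above it.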

GO biological process analysis of these data (Supplemental Fig. 2) revealed that piRNA biosynthesis, catabolism and metabolism were the most affected processes in mutant testes. Multiple piRNA pathway components, including *Ddx4*, all three of the mammalian PIWI-like genes (*Piwil1*, *Piwil2*, and *Piwil4*), Maelstrom *(Mael)*, and several Tudor-domain containing genes (*Tdrd1*, *Tdrd5*, and *Tdrd9*) were profoundly reduced in *Glis3* mutant testes (Fig. 3A; qPCR validation of select genes shown in 3B). 

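*Ddx4* lies on chromosome 13 of mm10 from 112598333 to 112652310. It had 83.2 ± 26.3 FPKM (SD, n = 3) in the libraries labelled wild-type and 37.6 ± 4.08 FPKM (SD, n = 4) in the mutant libraries, a log2 fold change of -1.08 (standard error 0.21, adjusted p = 0.136 from limma). Each mutant library was below each wild-type library (exact permutation test, p = 0.0286). *Piwil2* (chromosome 14, 70372480 to 70429094) had 18.4 ± 10 and 7.88 ± 2.21 FPKM, a log2 fold change of -1.02 (standard error 0.41, adjusted p = 0.265). *Piwil4* (chromosome 9, 14702358 to 14740733) varied from 11.2 FPKM in wild-type replicate 2 to 0.268 in the library labelled wild-type replicate 3, against 0.277 to 1.64 in the mutant libraries, a log2 fold change of -1.55 (standard error 0.8, adjusted p = 0.366). *Piwil1* (chromosome 5, 128736246 to 128755474) did not pass the filter. It had 0.615, 0.562 and 0.204 FPKM in the 3 libraries labelled wild-type and 0.269, 0.134, 0.136 and 0.0554 in the mutant libraries (exact permutation test, p = 0.0857). *Mael* (chromosome 1, 166201385 to 166238744) had 67.1, 128 and 18.8 FPKM in the libraries labelled wild-type and 19.3 ± 7.82 FPKM (SD, n = 4) in the mutant libraries, a log2 fold change of -1.55 (standard error 0.57, adjusted p = 0.241). *Tdrd1* on chromosome 19 (56826209 to 56870012), *Tdrd5* on chromosome 1 (156255296 to 156303606) and *Tdrd9* on chromosome 12 (111971559 to 112068854) had log2 fold changes of -1.27, -1.34 and -1.49, with adjusted p-values of 0.255, 0.301 and 0.392 from limma. Of these 8 genes only *Ddx4* had groups that did not overlap; in each of the others, the library labelled wild-type replicate 3 had less than 1 or more of the mutant libraries. Without that library, *Ddx4*, *Mael*, *Piwil2*, *Tdrd1* and *Tdrd5* were past the threshold, with adjusted p-values of 0.00388, 0.015, 0.0106, 0.0109 and 0.0127; over all alternatives, those of the 5 genes reached from 0.00388 to 0.6. All 39 genes of Fig. 3A are in the table and 38 passed the filter. All 38 fell, with a median log2 fold change of -0.97 and a fry p-value of 0.0368 (exact permutation test of their mean log2 value, p = 0.0571). None was past the threshold over all genes tested, 19 had an unadjusted p under 0.05, and 12 were past it when adjusted over the list alone, which is not independent evidence, since the study chose the genes from these libraries.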

The germ cell specific DNA methyltransferase co-factor *Dnmt3l* was also significantly reduced in mutant testes, as was MORC family CW-type zinc finger 1 *(Morc1)*, a repressor of retrotransposon activity^16^. 

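*Dnmt3l*, on chromosome 10 of mm10 from 78042287 to 78063622, had 0.883, 7.35 and 0.0754 FPKM in the libraries labelled wild-type replicates 1, 2 and 3, and 1.95, 0.424, 0.0813 and 0.0826 FPKM in mutant replicates 1 to 4. Its log2 fold change was -0.98 (standard error 0.85, adjusted p = 0.583 from limma), the groups overlapped (exact permutation test, p = 0.457), and wild-type replicate 2 decided the direction: without that library, the log2 fold change was 0.07 (adjusted p = 0.964, against 0.0931 to 0.964 over all alternatives). *Morc1*, on chromosome 16 from 48431237 to 48630905, had 11.1, 26.6 and 1.05 FPKM in the libraries labelled wild-type, and 8.05, 2.3, 0.795 and 0.94 FPKM in the mutant libraries. Its log2 fold change of -1.61 (standard error 0.98, adjusted p = 0.429 from limma) was within the spread of the libraries (exact permutation test, p = 0.229).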

Individual loss of each of these genes is known to cause ectopic retrotransposon activation, meiosis prophase I germ cell arrest, and germ cell loss that appears postnatally^4–6,16–21^.

**Figure 3:**
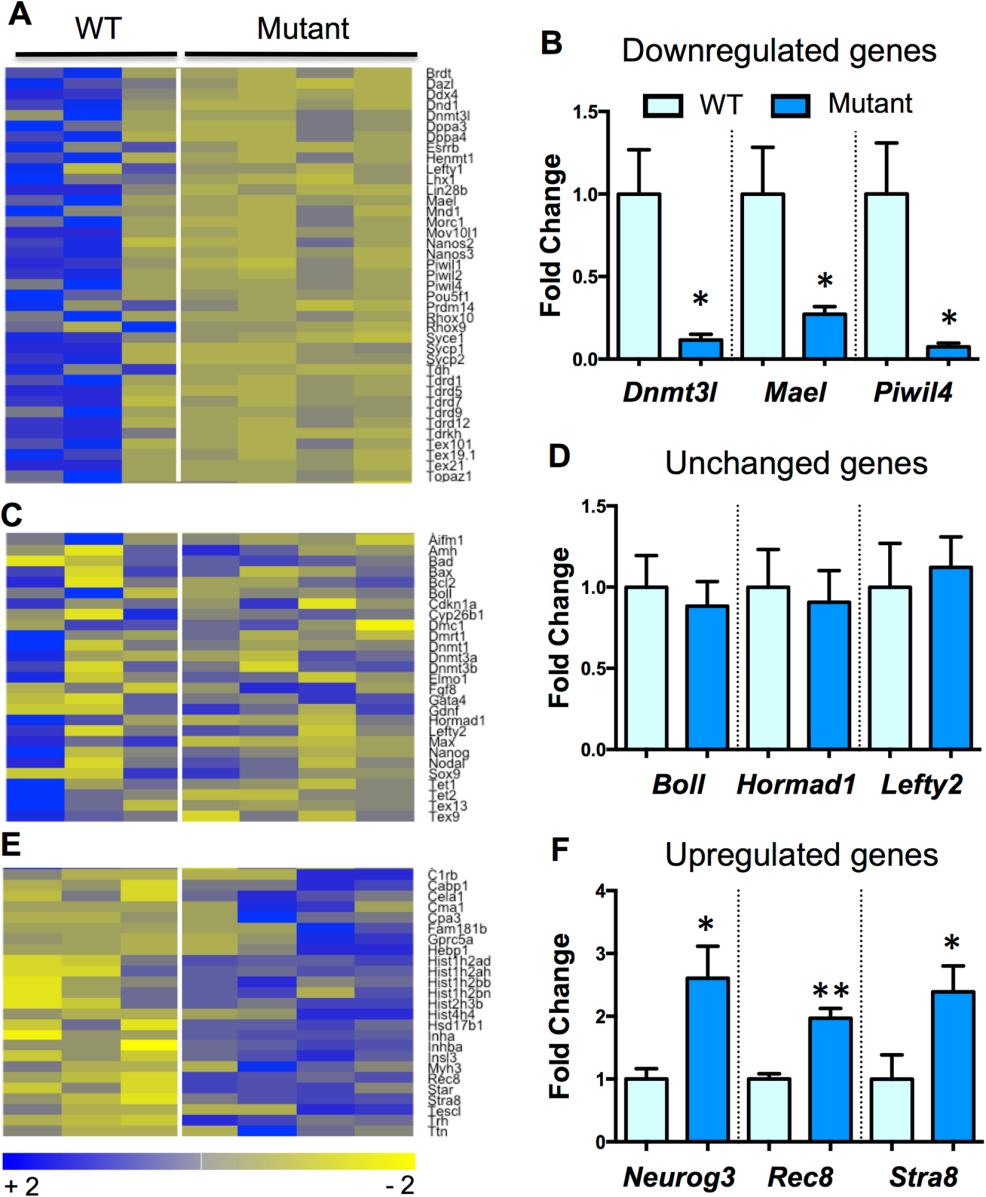
Germ cell development pathways are selectively dysregulated in the absence of functional *Glis3*. (**A,C,E**) Heatmaps, generated from RNA-Seq analyses, illustrate changes in several germ cell-related genes in wild-type (WT) vs. *Glis3*^*zf5/zf5*^ mutant testes at E14.5. (**A**) downregulated genes, with reduced expression in mutant versus wild-type samples; (**C**) genes unchanged between groups; and (**E**) upregulated genes, with increased expression in mutant testes. Each sample column represents a pair of testes from a single embryo. Three to four biological replicates from each genotype were analyzed using Cuffdiff, resulting in differential expression of 673 unique genes (FDR adjusted p < 0.05). (**B,D,F**) qPCR confirmation of genes identified by RNA-Seq. *p < 0.05; **p < 0.005 by Student’s T test. Values in all graphs are presented as mean ± s.e.m; expression levels of WT samples are set as 1. N = 5–8 biological replicates per genotype.

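Of the 13988 genes tested with limma on the FPKM values of the 7 libraries, 1 had an adjusted p under 0.05, and 2379 had an unadjusted p under 0.05, of which 1149 (48.3%) were higher and 1230 (51.7%) lower in the mutant libraries. The gene past the threshold was *Cpsf4l*, on chromosome 11 of mm10 from 113698171 to 113710017, with 13.7, 9.34 and 7.5 FPKM in the libraries labelled wild-type replicates 1 to 3 and 0.568, 0.995, 1.06 and 0.944 FPKM in mutant replicates 1 to 4. Its log2 fold change was -2.91 (standard error 0.21, adjusted p = 0.00547), and it stayed between -3.1 and -2.69 when each library was left out in turn. The groups did not overlap for 1062 genes that were lower in the mutant libraries (7.59%) and 1023 that were higher (7.31%), where chance gives 2.86% in each direction. Leaving out the library labelled wild-type replicate 3 moved the number of genes past the threshold most, to 720, with 162 higher and 558 lower. Leaving out any other library gave between 1 and 5 genes.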

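*Nanos2* and *Nanos3* encode RNA-binding proteins with zinc-finger motifs. *Nanos2*, on chromosome 7 of mm10 from 18987524 to 18988962, had 16.2, 20.1 and 1.06 FPKM in the libraries labelled wild-type replicates 1, 2 and 3, and 9.63, 4.27, 2.02 and 1.81 FPKM in mutant replicates 1 to 4. Its log2 fold change of -0.99 (standard error 0.89, adjusted p = 0.598 from limma) was not distinguishable from the spread of the libraries (exact permutation test, p = 0.371). *Nanos3*, on chromosome 8 from 84173733 to 84176552, had 12.1, 14.3 and 2.95 FPKM in the libraries labelled wild-type and 2.61 ± 0.737 FPKM (SD, n = 4) in the mutant libraries. The groups overlapped through the library labelled wild-type replicate 3, which lay below 1 mutant library with 3.61 FPKM (exact permutation test, p = 0.0571). The log2 fold change of *Nanos3* was -1.5 (standard error 0.46, adjusted p = 0.196 from limma), and without that library it was -2.17 (adjusted p = 0.00561, against 0.00561 to 0.443 over all alternatives).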

Several genes implicated in spermatogenesis, including the zinc-finger motif-containing RNA-binding proteins *Nanos2* and *Nanos3* were also significantly decreased in *Glis3* mutant testes. XY germ cells from mice deficient in Nanos2 upregulate *Stimulated by retinoic acid 8* (*Stra8*) expression and enter meiosis precociously (Tsuda *et al*. 2003, Suzuki *et al*. 2008a). Although *Stra8* mRNA was elevated in *Glis3* mutant testes (see below), STRA8 protein was not expressed at E15.5 (Supplemental Fig. 3), indicating that germ cell loss in *Glis3* mutants is not due to NANOS2-mediated meiotic initiation. XY germ cells from mice deficient in N*anos3* are lost via Bax-dependent apoptosis prior to colonization of the gonads (beginning E9.0) (Suzuki *et al*. 2008b). *Glis3* mutant testes did not contain any TUNEL positive cells at E15.5 (data not shown) and contained normal cell numbers at E13.5 (Fig. 2), indicating that NANOS3-mediated apoptosis is not a major contributor to the germ cell loss phenotype of *Glis3* mutant XY germ cells. 

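Germ cell genes that the paper counts as unchanged were followed with *Boll*, *Hormad1* and *Lefty2* and with the list of Fig. 3C. *Boll* (chromosome 1 of mm10, 55300069 to 55363469) had 2.11 ± 0.728 FPKM (SD, n = 3) in the libraries labelled wild-type and 1.83 ± 0.138 FPKM (SD, n = 4) in the mutant libraries, a log2 fold change of -0.13 (standard error 0.18, adjusted p = 0.742 from limma) that became 0.08 without wild-type replicate 2. *Hormad1* (chromosome 3, 95559677 to 95587860) had 12.7 ± 2.35 and 10.1 ± 1.09 FPKM, a log2 fold change of -0.3 (standard error 0.13, adjusted p = 0.292). Its unadjusted p from limma was 0.0485, and its log2 fold change stayed between -0.44 and -0.18 with single libraries left out, so a small fall is not excluded. *Lefty2* (chromosome 1, 180893119 to 180899102) had 28.2 ± 9.51 and 28.2 ± 6.71 FPKM, with a log2 fold change of 0.02 (standard error 0.26, adjusted p = 0.974), which changed sign with single libraries left out, from -0.26 to 0.25. The 26 genes of Fig. 3C that passed the filter had a median log2 fold change of -0.07 and single values from -0.37 to 0.27. None was past the threshold, and 3 had an unadjusted p under 0.05. In 3 of the 26 genes, *Max*, *Tet2* and *Tex9*, every mutant library was below every library labelled wild-type. The figure also holds genes that are expressed outside of germ cells. To set the piRNA pathway genes against the 22 other germ cell genes, the mean log2 value of the second list was subtracted from that of the first in each library. The difference was -0.8, 0.22 and -1.31 in the libraries labelled wild-type replicates 1, 2 and 3, and -0.58, -1.12, -1.32 and -1.35 in mutant replicates 1 to 4. The piRNA pathway genes were lower relative to the other germ cell genes by 0.46 on the log2 scale in the mutant libraries, less than the spread of the libraries, with -0.63 ± 0.78 (SD, n = 3) against -1.09 ± 0.36 (SD, n = 4; exact permutation test, p = 0.343). Without wild-type replicate 2, the difference between the groups was -0.036. It was -0.8 without the library labelled wild-type replicate 3 (exact permutation test, p = 0.133), and these were the ends of the range with 1 library left out.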

Finally, several germ cell-specific genes including Boule-like RNA-binding protein (*Boll*), HORMA domain containing 1 (*Hormad1*), and Left-right determination factor 2 (*Lefty2*) were unchanged in mutant testes (Fig. 3C,D), indicating that changes in germ cell related genes (piRNA pathway components or *Nanos* genes) are not the result of general germ cell deficiency.

A subset of germ cell development genes, including the meiosis related genes *Stimulated by retinoic acid 8* (*Stra8*) and *REC8 meiotic recombination protein* (*Rec8*) were significantly upregulated (Fig. 3E,F) in *Glis3* mutant testes. 

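*Stra8* lies on chromosome 6 of mm10 from 34920960 to 34939342. It had 1.08, 0.601 and 0.0911 FPKM in the libraries labelled wild-type replicates 1, 2 and 3 and 2.06, 1.96, 1.4 and 1.98 FPKM in mutant replicates 1 to 4, a log2 fold change of 1.21 (standard error 0.3, adjusted p = 0.17 from limma). *Rec8*, on chromosome 14 from 55618166 to 55625395, had 3.02 ± 0.491 FPKM (SD, n = 3) in the libraries labelled wild-type and 5.17 ± 0.365 FPKM (SD, n = 4) in the mutant libraries, a log2 fold change of 0.69 (standard error 0.11, adjusted p = 0.112 from limma). For both genes each mutant library was above each library labelled wild-type (exact permutation test, p = 0.0286). Without the library labelled wild-type replicate 3, *Rec8* was past the threshold with an adjusted p of 0.0262, within a range of 0.0262 to 0.352 over all alternatives, and *Stra8* was not. All 25 genes of Fig. 3E rose, with a median log2 fold change of 0.81 and a range from 0.46 to 1.52. None of the 25 was past the threshold over all genes tested, 15 had an unadjusted p under 0.05, and 15 were past it when adjusted over the list alone, on genes that the study chose from these libraries. In 10 of them the groups did not overlap. The set test fry gave a p-value of 0.000751 for the 25 genes, and the exact permutation test of their mean log2 value gave p = 0.0571, with 3.87 ± 0.15 (SD, n = 3) against 4.73 ± 0.4 (SD, n = 4). In 6 of the 25 genes, *C1rb*, *Fam181b*, *Gprc5a*, *Hebp1*, *Hist4h4* and *Tescl*, mutant replicates 1 and 2 were over 1 log2 unit higher than mutant replicates 3 and 4.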

High levels of *Stra8* are typically found in germ cells that have initiated meiosis^22^. To determine if *Glis3* mutant germ cells had entered meiosis precociously, we performed immunostaining for STRA8 and the meiotic synaptonemal protein complex 3 (SYCP3). Comparable to wild type testes, *Glis3* mutant testes did not contain any STRA8 or SCP3 positive cells (Supplemental Fig. 3), indicating that, despite ectopic expression of some meiotic genes in the absence of functional GLIS3, male germ cells do not enter meiosis. 

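Somatic cell differentiation was followed with *Amh*, *Gata4*, *Sox9*, *Cyp26b1* and a list of Sertoli cell genes. *Amh* (chromosome 10 of mm10, 80805248 to 80807648) had 136 ± 35.9 FPKM (SD, n = 3) in the libraries labelled wild-type and 162 ± 29.6 FPKM (SD, n = 4) in the mutant libraries, a log2 fold change of 0.27 (standard error 0.19, adjusted p = 0.511 from limma). *Gata4* (chromosome 14, 63198915 to 63245260) had 44.3 ± 6.77 and 51.1 ± 3.62 FPKM, a log2 fold change of 0.21 (standard error 0.1, adjusted p = 0.335). *Sox9* (chromosome 11, 112782210 to 112787757) had 6.8 ± 1.61 and 7.53 ± 0.803 FPKM, a log2 fold change of 0.16 (standard error 0.14, adjusted p = 0.611). *Cyp26b1*, which encodes an enzyme that degrades retinoic acid (chromosome 6, 84571414 to 84593908), had 11.8 ± 2.92 and 12.3 ± 0.547 FPKM, a log2 fold change of 0.08 (standard error 0.14, adjusted p = 0.794) that became -0.09 without wild-type replicate 2. For all 4 genes the groups overlapped (exact permutation tests, p = 0.143 to 0.629). The rise of *Gata4* was near the SD of the libraries labelled wild-type and above that of the mutant libraries (unadjusted p = 0.0706 from limma). A list of 10 Sertoli cell genes, 2 of which are in Fig. 3C, was written before the data were examined. Its median log2 fold change was 0.14, with 8 genes rising and 2 falling (fry p = 0.193; exact permutation test, p = 0.257). None of the 10 was past the threshold over all genes tested or when adjusted over the list alone (1 with an unadjusted p under 0.05). A list of 10 fetal Leydig cell genes differed from this, with all 10 higher in the mutant libraries. Its median log2 fold change was 0.42 (fry p = 0.0178, exact permutation test p = 0.0286), and none was past the threshold over all genes tested. A changed share of cells cannot be told apart from a change in Leydig cells.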

Changes in germ cell-specific gene expression were not secondary to defects in somatic cell differentiation, based on the fact that genes known to control somatic cell differentiation in the testis (for example *Amh*, *Gata4*, and *Sox9*) and germ cell meiosis (*Cyp26b1)* were not altered (Fig. 3C), and somatic cell morphology was normal in *Glis3* mutant testes (Fig. 2). These results reveal an unexpected reduction in the expression of retrotransposon-silencing PIWI/piRNA pathway members and *Nanos* RNA binding factors in the absence of functional GLIS3.

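How far the reduction of the piRNA pathway genes exceeded the spread between replicates depended on the library labelled wild-type replicate 3, whose *Glis3* mRNA lay at the level of the mutant libraries. Without it, 15 of the 18 tested genes of the piRNA list and 9 of the 22 other germ cell genes had an adjusted p under 0.05 from limma, and with any other library left out none did. Of the 21 tested genes that the paper names for this comparison, 8 were past the threshold without it, namely *Ddx4*, *Glis3*, *Mael*, *Nanos3*, *Piwil2*, *Rec8*, *Tdrd1* and *Tdrd5*, and 0 with all 7 libraries (9 with an unadjusted p under 0.05). The paper reasons that the changes come neither from a general loss of germ cells nor from a defect of somatic cells. It cites the reduced piRNA pathway and *Nanos* genes, the genes of Fig. 3C that it counts as unchanged, and the unchanged somatic genes. It concludes that *Glis3* loss reduces the expression of retrotransposon-silencing factors. The paper has other evidence, which was not re-examined here. This includes qPCR of selected genes, normal somatic morphology, and germ cell counts at E14.5. The paper calls these counts not different, although their mean was lower in the mutant testes. It also found higher *Dnmt3l*, *Piwil1*, *Piwil4* and *Mael* mRNA after early induction of *Glis3*.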

### Transposable element activation in testes lacking functional Glis3

The widespread reduction in expression of retrotransposon-silencing pathway components in *Glis3* mutant testes suggested a compromised function of this system, which would consequently result in increased retrotransposon mRNA expression. To determine if retrotransposon expression was affected in Glis3 deficient testes, we assessed transcriptome-wide changes in retrotransposon expression in our RNA-Seq dataset using RepeatMasker annotations. 

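Retrotransposon expression was measured in the same 3 libraries labelled wild-type and 4 mutant libraries. The authors kept uniquely mapped reads, counted them on each RepeatMasker element with HTSeq-count, and deposited the counts of LINE, SINE and LTR elements without normalization. The table holds 3494995 loci with 875 element names, of which 1495720 had at least 1 read in any library. The reads on these loci were 4670830, 3850166 and 4305937 in the libraries labelled wild-type replicates 1, 2 and 3, and 3750159, 3454317, 3730048 and 3963987 in mutant replicates 1 to 4. As in the paper's methods, loci with a mean of at least 1 read per library were tested at an adjusted p of 0.1. This left 464695 loci, with a median of 2 to 4 reads per locus in each library. Because most loci hold few reads, single loci are measured with large counting error. Counts were tested with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, and with DESeq2, the paper's tool, as an alternative. On simulated counts for 424720 loci, with 200 loci changed by 2 on the log2 scale, the test called 161 (80.5%) and 14 unchanged loci. The changed loci were drawn only from loci with a mean of at least 10 reads per library. All loci were given a dispersion of 0.05. Of the 464695 tested loci, 60909 reach that mean, so the share called was not measured for most of them. Families were assigned from the element names, since the table gives no class or family. Reads from a transcript of a gene are also counted on the retrotransposons inside it, and 82.1% of the tested loci lay inside a tested gene.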

We discovered significant changes in a subset of elements from all three major retrotransposon classes: long interspersed nucleotide element (LINE), short interspersed nucleotide element (SINE), and long terminal repeats (LTR or ERV) classes (Fig. 4A). 

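With all 7 libraries, 393 of the 464695 tested loci had an adjusted p under 0.1 from edgeR's quasi-likelihood test, and 22270 had an unadjusted p under 0.05. Of the 393 loci, 95 were LINE elements (19 higher and 76 lower in the mutant libraries), 104 were SINE elements (41 higher and 63 lower) and 194 were LTR elements (41 higher and 153 lower). These are 0.94, 0.39 and 1.94 loci per 1000 tested loci of each class. DESeq2 moved the number most and gave 15 loci, 5 LINE, 7 SINE and 3 LTR, all among the 393; it gave no adjusted p for 387410 loci. In 135 of the 393 loci (34.4%), a single library held over 50% of the normalized reads, which was wild-type replicate 2 for 98 of them, while this was so for 3.4% of all tested loci. By the GENCODE annotation, 154 of the 393 loci lay between genes, 123 in introns, 74 in untranslated regions, 25 in noncoding exons and 17 in coding exons. Of the 173 called loci inside a tested gene, 157 (90.8%) changed in the direction of that gene, against 54.1% of all tested loci inside genes and a mean of 57.6% in random sets of such loci matched on reads.

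**Figure D3:**
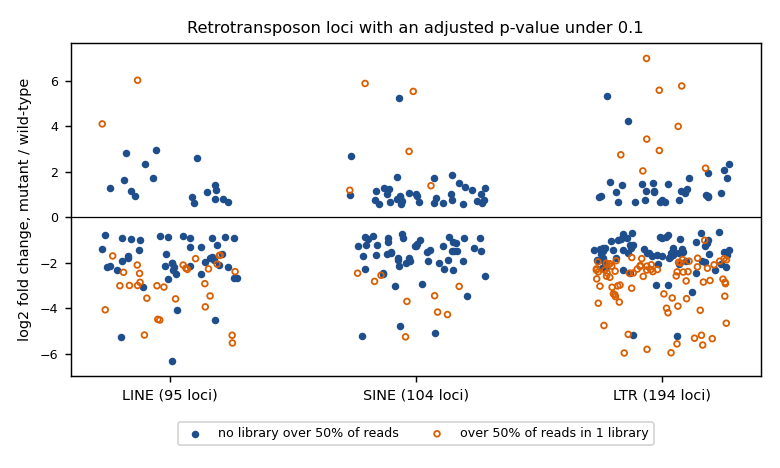
Log2 fold change (mutant over wild-type, vertical axis) of the 393 loci with an adjusted p under 0.1, by class; each symbol is 1 locus, and open symbols are loci with over 50% of their normalized reads in 1 library. Most symbols of all 3 classes lie below 0, and 119 of the 135 open symbols do.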

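Of the 393 loci, 101 were higher (25.7%) and 292 lower in the mutant libraries. The loci are not independent, since 199 of them (50.6%) lay within 100 kb of another called locus. A single cluster on chromosome 7 held 36 of the lower loci. The direction depended on wild-type replicate 2: without that library 213 loci were past the threshold, with 121 higher (56.8%) and 92 lower. DESeq2 gave 4 higher and 11 lower loci. The groups did not overlap for 48 of the higher loci (47.5%) and 76 of the lower loci (26%), against 6% of all tested loci. The largest rises among these, ranked by the log2 fold change that edgeR fitted, were at an RMER12C and a B4A element. The RMER12C element (LTR) lay in an intron of *Fli1* on chromosome 9 (32467848 to 32468293). The B4A element (SINE) lay in an intron of *Fbxl7* on chromosome 15 (26802876 to 26803122). Both had 0 reads in all 3 libraries labelled wild-type and 3 to 6 reads in each mutant library. Against a floor of 3 reads they were at least 1.63-fold and 1.53-fold higher (adjusted p = 0.0479 and 0.0746 from edgeR). By this floor the loci named next rose further. An L1_Mur3 element (LINE) in an intron of *Nexmif* on the X chromosome (104148179 to 104148294), another in an intron of *Erbb4* on chromosome 1 (68393160 to 68393984) and a B1_Mur1 element (SINE) in an untranslated region of *Lrrn4cl* on chromosome 19 (8852698 to 8852845) were at least 2.6-fold, 3.07-fold and 2.8-fold higher (adjusted p = 0.071, 0.0315 and 0.0883). The largest falls, ranked in the same way, included a pair of L1_Mm elements (LINE) on the Y chromosome in an intron of *Gm47283* (90798715 to 90798824 and 90802054 to 90802737). They had 41, 29 and 34 reads and 92, 55 and 75 reads in the libraries labelled wild-type, and at most 1 and 6 reads in a mutant library (adjusted p = 7.84e-22 and 3.68e-40 from edgeR); with DESeq2, the first stayed past the threshold (adjusted p = 6.62e-05) and the second did not (adjusted p = 0.89). The other large falls were at an L1VL4 element on chromosome 14 (17032616 to 17034942), an RLTR14 element on chromosome 10 (3256653 to 3257000) and a B1F element on chromosome 12 (54290254 to 54290381). These had 0 reads in every mutant library and were at least 1.83-fold, 1.63-fold and 1.63-fold lower (adjusted p = 0.0103, 0.0427 and 0.0642). DESeq2 gave no adjusted p for the 5 rises and the last 3 falls.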

While most affected retrotransposons exhibited increased expression in mutant relative to wild-type testes (Fig. 4A, ratio >1), reduced expression of several elements was also observed (Fig. 4A, ratio <1). We confirmed the ectopic activation of retrotransposons known to be targets of the piRNA pathway, including the LTR intracisternal A particle (IAP) and LINE-1^4,6^ using qPCR. Both transcripts were significantly elevated in *Glis3* mutant testes at E15.5, the time when germ cell numbers begin to decrease (Fig. 4B). These data indicate that one of the normal functions of GLIS3 is to suppress expansion of select retrotransposons in the male germline immediately following the commitment of these cells to a male fate.

**Figure 4:**
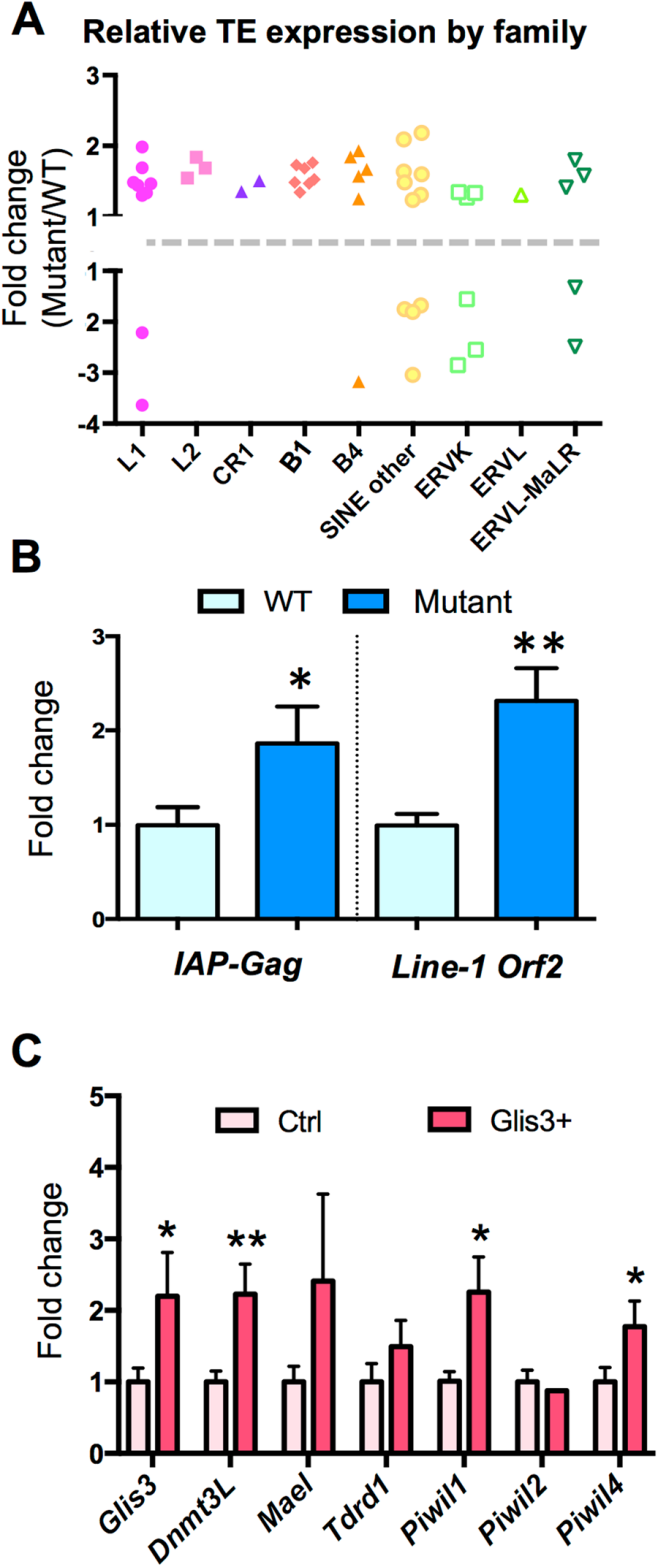
(**A**) Relative expression of unique retrotransposon loci in *Glis3*^*zf5/zf5*^ mutant relative to WT testes at E14.5. Columns separate retrotransposons by subfamily, with each symbol representing the fold change of an individual retrotransposon. Pink/purple symbols were assigned to loci from the LINE subfamily, orange/yellow symbols to SINE elements, and green symbols to LTR elements. (**B**) qPCR analysis of the Gag polyprotein of *IAP* and open reading frame (ORF) 2 of *Line-1* in wild-type (WT, pale blue) and mutant testes (blue) at E15.5. *p < 0.05; **p < 0.001 by Student’s T test. Values are presented as mean ± s.e.m; expression levels of WT samples are set as 1. N = 6–7 biological replicates per genotype. (**C**) The expression of *Glis3* was ectopically and precociously induced in male germ cells of *Dppa3-creER; R26-Glis3* mice by tamoxifen administration on E10.5 and E11.5. The expression of *Glis3* mRNA and a set of retrotransposon silencing genes (*Dnmt3l*, *Mael*, *Tdrd1*, *Piwil1*, *Piwil2*, and *Piwil4*) was analyzed in control (pale pink) and R26-Glis3 + (pink) E12.5 testes using qPCR and normalized to *Gapdh*. Unpaired t-test with Welch’s correction was used as a statistical test. *p < 0.05, **p < 0.01. n = 11–14 per group.

### Precocious induction of retrotransposon silencing factors following ectopic *Glis3* expression

If the normal role of GLIS3 is to promote the expression of factors necessary for retrotransposon silencing in male germ cells, then one would predict that ectopic upregulation of *Glis3* prior its normal induction should result in a premature upregulation of retrotransposon-silencing genes. In order to test this hypothesis, we generated a Rosa26 (R26)-driven Glis3 line, which allows us to induce ectopic *Glis3* expression with cell type-specific Cre recombinase (Supplemental Fig. 4A). By crossing the *R26-Glis3* to a tamoxifen-inducible germ cell-specific Cre recombinase line (*Dppa3-creER*)^23^, we produced a model that allows *Glis3* expression in germ cells after tamoxifen treatment. The increase of endogenous *Glis3* began at E12.5 (Fig. 1A). Therefore, to force a premature expression of *Glis3* in fetal germ cells, we injected tamoxifen to the dam carrying control embryos (*Dppa3-creER*-negative, *R26-Glis3*-positive) and *Glis3*+ mutant (*Dppa3-creER*-positive, *R26-Glis3*-positive) embryos on E10.5 and E11.5. qPCR analysis revealed that *Glis3* expression was significantly higher on E12.5 in the *Glis3*+ testes compared to control testes (Fig. 4C), indicating that a premature induction of *Glis3* expression was achieved. The retrotransposon-silencing genes *Dnmt3l*, *Piwil1*, *Piwil4* and *Mael* were also significantly increased in *Glis3*+ testes compared to controls, demonstrating that these genes are positively correlated with *Glis3* expression. The specific effect of *Glis3* on retrotransposon silencing genes is further supported by the fact that no significant changes in expression of the somatic cell gene *Wt1* or the generic germ cell gene *Oct4* were observed in *Glis3*+ testes (Supplemental Fig. 4B). Together these findings indicate that GLIS3 is sufficient for the induction of several retrotransposon silencing genes in male fetal germ cells.

## Discussion

In this study, we identified a novel and critical role for the transcription factor GLIS3 in the regulation of male fetal germ cell development and the induction of retrotransposon silencing pathways. *Glis3* mRNA in fetal mouse testes is expressed in the developing germ cells during a brief window of time from E12.5 to E13.5. The timing of *Glis3* expression in the male mouse germline coincides with several important developmental milestones: the commitment of these cells to a gender-specific developmental program, global demethylation of the germline and activation of the PIWI/piRNA retrotransposon silencing pathway. Global inactivation of *Glis3* did not significantly alter overall testis development, but induced a dramatic loss of male germ cells. Germ cell loss was first detected at E14.5 and was rapidly progressive; very few TRA98 positive germ cells remained at the end of our study, PND5, the latest that homozygous *Glis3* mutant animals can survive.

RNA-Seq analysis of mutant testes before the onset of germ cell loss (E14.5) identified dramatically reduced expression of PIWI/piRNA pathway factors and Nanos genes as well as increased expression of a subset of meiosis related genes. 

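Summed over all loci of a class, normalized reads of LINE elements were higher in every mutant library than in every library labelled wild-type, with 255084 ± 6532 (SD, n = 4) against 236704 ± 8663 CPM (SD, n = 3; exact permutation test, p = 0.0286). The log2 fold change was 0.11 (standard error 0.03, adjusted p = 0.0639 from edgeR's quasi-likelihood test over 3 classes). It kept its direction under every scaling, at 0.05 with library size only and 0.1 with DESeq2's size factors. With library size only, LINE elements were no longer past the threshold of 0.1 (adjusted p = 0.743, against 0.00394 to 0.743 over all alternatives). Nor were they with loci of a mean of at least 1 read, or without wild-type replicate 1, mutant replicate 3 or mutant replicate 4. SINE elements had 558063 ± 18871 against 540227 ± 13588 CPM, a log2 fold change of 0.05 (standard error 0.03, adjusted p = 0.294), which was -0.01 when libraries were scaled by library size only. LTR elements had a log2 fold change of 0.03 (standard error 0.15, adjusted p = 0.874), which was -0.03 with library size only. Of 12 families, none had an adjusted p under 0.1 and 2 had an unadjusted p under 0.05. These were L1, with a log2 fold change of 0.12 (standard error 0.03, adjusted p = 0.107) and every mutant library above every library labelled wild-type, and ERVL-MaLR, with 0.06 (adjusted p = 0.267). DESeq2 moved the number of families most among the alternatives that kept all 7 libraries and were set before the data were examined, to 2. Leaving out wild-type replicate 2 gave 4 families, all higher.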

Although no signs of precocious meiotic entry were observed in *Glis3* mutant germs cells, we did find increased expression of multiple LINE and SINE transposon elements, confirming a general suppression of transposon silencing mechanisms in the absence of normal *Glis3*. We further characterized the role of *Glis3* in transposon silencing by forcing its expression in E10.5 germ cells *in vivo* before the normal rise of endogenous *Glis3* using a tamoxifen inducible R26-Glis3 model. We found that exogenous early onset of *Glis3* expression was sufficient to activate expression of critical PIWI/piRNA factors in the fetal male germ cells. The findings described herein identify a novel role for *Glis3* in the activation of transposon silencing systems in male fetal germ cells.

The progressive germ cell loss phenotype of *Glis3*^*zf5*^ mutant males is reminiscent of the germ cell defects described for retrotransposon silencing pathway members, including *Dnmt3l*, *Mael*, *Tdrd9*, *Tdrd1*, and all three of the mouse *Piwi-like* family members (*Miwi*, *Mili*, and *Miwi2*). Deletion of any single one these genes resulted in increased retrotransposon expression and meiotic arrest, which is coupled with germ cell loss in *Miwi2* and *Dnmt3l* mutants, mostly beginning around 14 days after birth^4–6,16–21,24^. The most significant difference between these mutant models and our *Glis3* mutant is that the germ cell loss phenotype in *Glis3* mutants occurs much earlier (postnatal vs. fetal). We hypothesize that the earlier onset of germ cell loss in *Glis3* mutants is the result of the global reduction of PIWI/piRNA pathway members, which was detected beginning ~E14.5. It is also possible that retrotransposon de-repression in *Glis3* mutant testes occurs via a (yet to be identified) piRNA-independent mechanism. DNA damage was not detected at the onset of the germ cell loss, but we cannot rule out its contribution to the phenotype.

The molecular mechanisms underlying gene transactivation by GLIS3 in male germ cells remain to be identified. The loss of male germ cells in the *Glis3* mutant is also accelerated compared to the germ cell phenotype of *Glis3KO2* mice, consistent with the hypomorphic description of the latter mutant allele^14,25^.

Previous studies in pancreatic and osteoblast progenitor cells have found three direct targets of GLIS3: *Fgf18*, *Ins2*, *and Ngn3*^25–30^. Via its regulation of these genes, GLIS3 has been implicated in differentiation of the osteoblast^31^ and pancreatic beta cell lineages^13^, respectively. Mice harboring *Glis3*^*zf5*^ null mutation (the same knockout model used in our study) exhibit polycystic kidney disease, hyperthyroidism, severe hyperglycemia and hypoinsulinemia, resulting in death within the first week of life^25^. Preliminary *in silico* analyses suggest that putative GLIS3 binding sites are found in the promoters of several genes misregulated in *Glis3* mutant testes (Supplemental Fig. 5 and Supplemental Table 1). These results point to a direct role for GLIS3 in the silencing of germ cell development genes, however *in vitro* promoter analyses are required to confirm these predictions.

In summary, we have discovered that *Glis3* is required for normal activation of retrotransposon silencing pathways in male fetal germ cells and is essential for their survival. This work advances our understanding of the factors guiding fetal germ cell development in mammals.

## Methods

### Animals

All animal studies were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the National Institute of Environmental Health Science (NIEHS) Animal Care and Use Committee. *Oct4-eGFP* (#008214) mice were purchased from the Jackson Laboratory and CD1 (#022) mice were purchased from Charles River laboratories. *Glis3*^*zf5*^ mutant mice were previously described;^13^ they harbor a 3.5 kb deletion in exon 4 and parts of introns 3 and 4, resulting in disruption of its DNA-binding capacity and impairment of GLIS3 transcriptional activation function. 

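In the reference annotation of mm10 (GENCODE), 1 of the transcripts of *Glis3* that hold the deleted exon has 11 exons on the minus strand of chromosome 19. Its exon 4, from 28530873 to 28531986, is 1114 bp long; exon 3 lies from 28540201 to 28540408 and exon 5 from 28357791 to 28357952. The coordinates of the deleted segment are not used here. Within 3500 bp of exon 4, 2 retrotransposon loci in introns had reads, 20, 9 and 9 in the libraries labelled wild-type replicates 1, 2 and 3, and 5, 7, 8 and 2 in mutant replicates 1 to 4. The locus inside *Glis3* that was past the threshold of 0.1, a B4A element (SINE) in the intron between exons 6 and 7, from 28353273 to 28353387, had 8, 5 and 2 reads in the libraries labelled wild-type and 0 in each mutant library, at least 1.5-fold lower (adjusted p = 0.075 from edgeR's quasi-likelihood test).

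**Figure D4:**
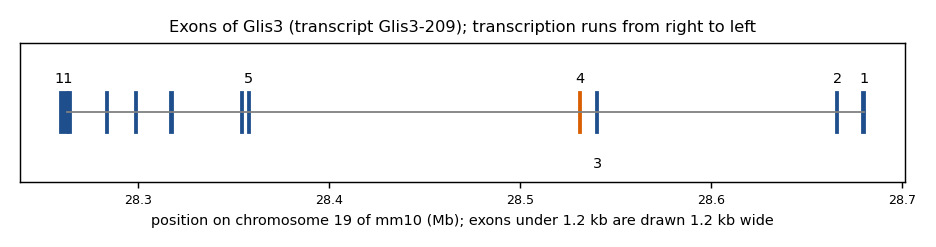
Exons of the *Glis3* transcript with 11 exons on chromosome 19 of mm10 (horizontal axis, Mb), with exon 4 in orange and the other exons in blue; transcription runs from right to left. Exon 4 lies from 28530873 to 28531986, and exons shorter than the drawn width are widened to be visible.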

The *Glis3-eGFP* mouse strain is a knock-in model in which the full-length GLIS3 protein is fused to enhanced green fluorescent protein^32^. *R26-Glis3* (See Fig. S4A and description below) females were time-mated with *Dppa3-creER* (or *Dppa3-MERcreMER*)^23^ males. *Dppa3* is widely expressed in the pluripotent cells during early embryonic development, but later in development its expression is restricted to the primordial germ cells. Using the *Dppa3-creER* mouse line, Cre-recombinase can be activated with tamoxifen in the primordial germ cells from E9.5 onwards. For timed mating, female mice were housed with male mice overnight and checked for the presence of vaginal plug the next morning. Noon of the day when the vaginal plug was detected was considered embryonic day (E) 0.5. The day of birth was considered postnatal day 0 (PND0). All experiments were performed on at least three animals for each genotype. For Tamoxifen induction, 5 mg of Tamoxifen (cat# T5648, Sigma-Aldrich, St. Louis, MO, USA) diluted in corn oil was injected i.p. on E10.5 and E11.5. The embryos were collected on E12.5. For studying RNA expression, both of the testes were separated from the mesonephros and frozen in −80C. RNA was extracted using the Picopure kit according to manufacturer’s recommendations.

### Generation of *R26-Glis3* transgenic mouse line

In order to induce *Glis3* expression in a tissue specific manner, we generated a *Rosa-Glis3* mouse line (See Supplemental Figure S3). A *LoxP*-flank stop cassette is located downstream of the CAG promoter and *Glis3* coding sequence, preventing transcription from either the endogenous Rosa26 promoter or the CAG promoter. Following CRE-mediated excision of the stop cassette, a fusion transcript is made that contains the N-terminus HA-tagged, C-terminus FLAG-tagged, GLIS3 coding sequence (HA-GLIS3-FLAG) and dTomato coding sequence. Each transcript has its own ribosomal entry sequence and will produce two distinct proteins, not a fusion GLIS3-dTomato protein.

### Tissue Processing and Immunohistochemistry

For immunohistochemistry on frozen sections, testes were fixed in 4% paraformaldehyde in PBS at 4 ^o^C overnight, dehydrated through a sucrose gradient, embedded in OCT and cryosectioned at 10 µm increments. Testes collected after birth were embedded in paraffin wax using the following methods: samples were fixed in 4% paraformaldehyde in PBS at 4 ^o^C overnight, dehydrated through an ethanol gradient, and embedded in paraffin wax. 6-µm-thick sections were dewaxed and rehydrated in a series of alcohol just prior to immunostaining. All tissue sections (frozen or paraffin sectioned) were preincubated with 5% normal donkey serum in PBS for 1 hour, then incubated with either anti-AMH (1:500; sc-6886, Santa Cruz), anti-GFP (1:500; A1172, Life Technologies) or anti-TRA98 (1:1000, MBL international), in PBS-Triton X-100 solution with 5% normal donkey serum at 4 ^o^C overnight. The antibody-labeled tissue sections were then washed 3 times in PBS and incubated in the appropriate secondary antibody (1:500; Invitrogen) before a final 3 washes (with PBS) and mounting in Vector Mount with DAPI (Vector Labs). Slides were imaged under a Leica DMI4000 confocal microscope.

### Estimated germ cell counts

Whole E14.5 and E15.5 testes were prepared for frozen sections as described above, serial sectioned at 10 μm increments, immunostained for TRA98, and mounted with DAPI. Slides were scanned using the Aperio Scanscope FL Scanner (Aperio: Leica Biosystems Inc.). To produce representative germ cell counts, every sixth tissue section (60 μm increments) of individual testis samples was analyzed for both the number of TRA98 positive germ cells and total testis area (by DAPI) using Definiens Tissue Studio Software v3.0 (Definiens). Three to four biological replicates per genotype were analyzed with each containing 8–10 tissue sections. Germ cell number is calculated as the total number of TRA98 positive cells per square mm of testis tissue.

### Germ cell isolation

Germ cells were isolated from E13.5 *Oct4-eGFP* testes using a previously reported protocol for tissue dissociation and FACS^33^. Briefly, *Oct4-eGFP* testes from individual pups were dissected in PBS, and up to four pairs of testes were pooled for dissociation and sorting. Testes were enzymatically dissociated in PBS containing 1 mg/ml collagenase B (Roche), 1.2 U/ml Dispase II (Roche), and 5 U/ml DNase I (Sigma) at 37 °C for 20–30 minutes with shaking. Cells were further dissociated mechanically using a P200 pipette. After quenching of enzyme activities by addition of 2 mM EDTA, cells were pelleted for 5 min at 1000 g and resuspended in 2 mM EDTA in PBS. Cell-sorting was performed using a BD FACSAria II in the NIEHS Flow Cytometry Center.

### RNA extraction and gene expression analysis

Total RNA was isolated from frozen cells or tissues using the PicoPure RNA isolation kit (Arcturus) according to the manufacturer’s protocol. First-strand cDNA synthesis was performed using the Superscript II cDNA synthesis system using the manufacturer’s protocol (Invitrogen). The mRNA levels of genes were measured using either SYBR green (Applied Biosystems) or Taqman (Bio-rad) assays. Taqman probe and primer sequences used in qPCR are listed in Supplemental Material, Supplemental Table 2. Cycle threshold (Ct) values were obtained using the Bio-Rad CFX96TM Real-Time PCR Detection system. The relative fold change of each transcript was calculated using the mathematical model of Pfaffl^34^ and was normalized to *Mapk1* (Fig. 1A), or *Gapdh* (all other graphs) as an endogenous reference. All qPCR analyses were performed in duplicate, and the results were reported from at least three independent experiments. Results are presented as fold change calculated relative to WT controls. All values were expressed as mean ± SEM, and statistical analyses were performed using unpaired Student *t*-*test* with Welch’s correction and one-tailed p-value (GraphPad Prism). The sample sizes were 11 for the control testis and 14 for the *Glis3*+ testes.

### RNA-Sequencing library generation

RNA from a single pair of E14.5 testes (one biological replica) was extracted using the PicoPure extraction kit (Arcturus). Three or four biological replicas were used for each genotype. RNA-Seq libraries were constructed from ~0.3 μg total RNA after rRNA depletion using Ribo-Zero GOLD (Illumina). The Illumina TruSeq RNA Sample Prep V2 Kit was used according to manufacturer’s instructions except where noted. The poly-A selection step was omitted and random primers were used for first-strand synthesis. cDNAs were fragmented to ~275 bp using a Covaris E210. Amplification was performed using 16 cycles, which was optimized for the input amount and to minimize the chance of over-amplification. Unique barcode adapters were applied to each library. The pooled libraries were sequenced on multiple lanes of a HiSeq. 2500 using version 4 chemistry to achieve a minimum of 40 million 125 base read pairs. The data was processed using RTA version 1.18.61 and CASAVA 1.8.2.

### RNA-Sequencing data processing

General quality control checks were performed with FastQC v0.8.0 (31). Each dataset was filtered for average base quality score (>20). Multiple runs of the same sample library were merged prior to analysis. Filtered datasets were mapped against the mm10 reference genome using TopHat v2.0.12 (parameters–b2-sensitive–library-typefr-unstranded-g10–mate-innerdist-60–mate-std-dev 50) (32). Differential analysis at the gene level was performed with Cuffdiff v2.2.1 (33) at default parameters, using RefSeq gene model annotations downloaded from the UCSC Genome Browser as of March 9, 2015. Differentially expressed genes were identified using default Cuffdiff criteria (FDR < 0.05). Heatmaps were constructed with heatmap.2 (gplots R package) based on FPKM scores calculated by the Cuffquant/Cuffnorm v2.2.1 workflow. Assessment of repeat elements are based on RepeatMasker annotations downloaded from the UCSC Genome Browser (timestamp March 7, 2012). For identification of individual differentially expressed retrotransposons, only uniquely-mapped hits were retained for analysis. Mapped read counts for each annotated RepeatMasker element were collected with HTSeq-count^35^. The dataset was then reduced to only LINE, SINE, and LTR annotations with a minimum average depth of 1 read per replicate; the resulting data matrix included approximately 460k individual RepeatMasker annotations. DESeq2 DESeq2^36^ was then used to identify differentially expressed elements at an adjusted p-value threshold of 0.1.

### Statistical analysis

Data were analyzed using Prism (Version 6, GraphPad Software) by unpaired Student’s *t*-test with Welch’s correction and one-tailed p-value. Values are presented as mean ± s.e.m. A minimum of three biological replicates was used for each experiment.

### Data availability statement

The datasets generated during and/or analyzed during the current study are available in the GEO under accession GSE72808.

## Electronic supplementary material

Supplemental info

# Supplementary material for: Loss of Glis3 causes dysregulation of retrotransposon silencing and germ cell demise in fetal mouse testis
**Source:** Sci Rep. 2018 Jun 25;8:9662. doi: 10.1038/s41598-018-27843-x
**Supplement:** Supplementary file 1 — Supplemental info

## Supplemental Figures & Tables

### Loss of *Glis3* causes dysregulation of retrotransposon silencing and germ cell demise in fetal mouse testis

Erica K. Ungewitter<sup>1</sup>, Emmi Rotgers<sup>1</sup>, Hong Soon Kang<sup>2</sup>, Kristin Lichti-Kaiser<sup>2</sup>, Leping Li<sup>3</sup>, Sara A. Grimm<sup>4</sup>, Anton M. Jetten<sup>2</sup>, and Humphrey H.-C. Yao<sup>1\*</sup>

<sup>1</sup>Reproductive Developmental Biology Group, <sup>2</sup>Immunity, Inflammation & Disease Laboratory, and Biostatistics & Computational Biology Branch<sup>3</sup>, Integrative Bioinformatics Support Group<sup>4</sup>, National Institute of Environmental Health Sciences, Research Triangle Park, NC, USA

## **Supplemental Materials & Methods**

### **Differential motif enrichment analysis**

We extracted the 1kb promoter sequences of the 128 differentially expressed genes using the mouse reference gene annotation (mm10). Since some of the genes contain multiple transcription start sites, the total number of unique promoter sequences identified was 144. We referred to those sequences as foreground sequences. For each promoter sequence of the differentially expressed genes, we randomly selected 20 promoter sequences of the same length (1kb) with similar C/G-content from the entire mouse genome as the matched background sequences. We then scanned the foreground promoter sequences and the corresponding background sequences for putative transcription factor binding sites using GADeM software (23). The motif models were obtained from TRANSFAC (24), JASPAR (25), and UniPROBE (26). The Glis3 motif model was derived from mouse ChIP-seq data generated in  $\alpha$ TC-1 cells (see below). For the motif model, we counted the number of foreground sequences and the background sequences containing at least one predicted site for the motif. Motif enrichment analysis was carried out on the resultant 2×2 contingency table using Fisher exact test.

### **Supplemental Figure Legends**

**Supplemental Figure 1.** Pure populations of germ and somatic cells isolated by fluorescence activated cell sorting of Oct4-eGFP testes. (A-B) Histograms of GFP fluorescence intensity (x axis) versus cell count (y axis) in WT (A) and E13.5 Oct4-eGFP mutant testes (B) at E13.5. (C) Scatter plot of cellular forward scatter (FSC-A, x axis) versus GFP fluorescence intensity (y axis) in E13.5 Oct4-eGFP testes cells. The gated cell

populations shown in aqua were reserved as our GFP Negative cells, while cells shown in green constitute the GFP positive cell fraction. (D-E) qPCR of somatic (*Sox9*, D) and germ (*Ddx4*, E) cell-specific genes in whole E13.5 testis (white bars) or the cellular fractions illustrated in panel C (aqua bars for GFP negative cells and green bars for GFP positive cells). Note that the GFP negative cell fraction is highly pure, with undetectable levels of the germ cell marker *Ddx4* (E). Expression levels of whole testis samples are set as 1 in (D-E).

**Supplemental Figure 2.** Global mRNA changes and pathway analysis. (A) A volcano plot of genes differentially expressed at E14.5 by RNA-Seq reveals a slight trend for genes to be downregulated (blue) over upregulated (red). (B-C) GO analysis was used to reveal the top 10 most affected biological processes in *Glis3* testes at E14.5 and the differentially expressed genes involved in each process.

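Among all 13988 genes tested on FPKM values, 7277 (52%) had a higher and 6711 (48%) a lower log2 value in the mutant libraries. Among the 1598 genes with an unadjusted p under 0.05 from limma and groups that did not overlap, 764 (47.8%) were higher and 834 (52.2%) lower. Without the library labelled wild-type replicate 3, the share of higher genes among those past the threshold was 22.5%. The median log2 fold change of all tested genes was 0.008, and centring each library on its median moved it to 0.02.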

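All 24 genes listed in Supplemental Fig. 2C are in the FPKM table, and 22 passed the filter. All 22 fell in the mutant libraries, with a median log2 fold change of -1.05 and a range from -1.55 to -0.37. None was past the threshold over all genes tested with limma, 13 had an unadjusted p under 0.05, and 3 were past it when adjusted over the list alone; the study chose these genes from the same libraries, so that this is not independent evidence. The mean log2(FPKM + 0.5) of the 22 genes was 3.61 ± 1.04 (SD, n = 3) in the libraries labelled wild-type and 2.58 ± 0.38 (SD, n = 4) in the mutant libraries (exact permutation test, p = 0.171). The 10 tested genes that the figure places under the piRNA processes had a median log2 fold change of -1.11, and 4 of them were past the threshold when adjusted over the list alone. Without the library labelled wild-type replicate 3, 17 of the 22 genes were past the threshold over all genes tested. The enrichment of GO terms was not recomputed here.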

**Supplemental Figure 3.** Mutant germ cells do not precociously enter meiosis.

Immunostaining of the germ cell marker TRA98 (red, A-C) or meiotic chromosome marker SYCP3 (D-F, green) in WT ovaries (A,D), WT testes (B,E), or *Glis3* mutant testes (C,F) at E15.5. As expected for normal E15.5 gonads, SYCP3 positive meiotic germ cells are detected in the ovary (D) but not in the testis (E). *Glis3* mutant testes do not contain SCYP3 positive germ cells (F). Scale bars: 200  $\mu$ m in A & D, 100  $\mu$ m for B, C, E, F.

**Supplemental Figure 4.** Somatic cell and pluripotency germ cell makers are not altered following ectopic expression of *Glis3*. (A) The targeting construct used to generate the *Glis3*<sup>+</sup> mouse line. (B) Relative expression of somatic and germ cell genes in *Glis3*<sup>+</sup> mutants (hot pink) or control testes (*Glis3*<sup>+</sup>, Cre<sup>-</sup>; pale pink) at E14.5. Expression of genes in WT testis are set as 1.

**Supplemental Figure 5.** Putative GLIS3 binding sites are enriched in the promoters of genes differentially expressed in Glis3 mutants. (A) A consensus GLIS3 motif logo was derived from  $\alpha$ TC1 cell ChIP-seq data using GADeM software. (B) The promoter sequences of genes differentially expressed in Glis3 mutant testes were scanned for the GLIS3 motif. Putative GLIS3 binding sites (red text) were detected within 1 kb of the transcription start site of 24 unique germ cell related gene promoters. Several promoters (including Ddx4, Dnmt3l, Tdrd5, and others) contain multiple putative binding sites for GLIS3.

**Supplemental Table 1.** The top 10 enriched motifs in the promoters of differentially expressed genes belong to bHLH, Zinc finger and E2F families of transcription factor binding sites.

**Supplemental Table 2.** Probes and primer sets used for qPCR gene expression analysis.

Figure S1

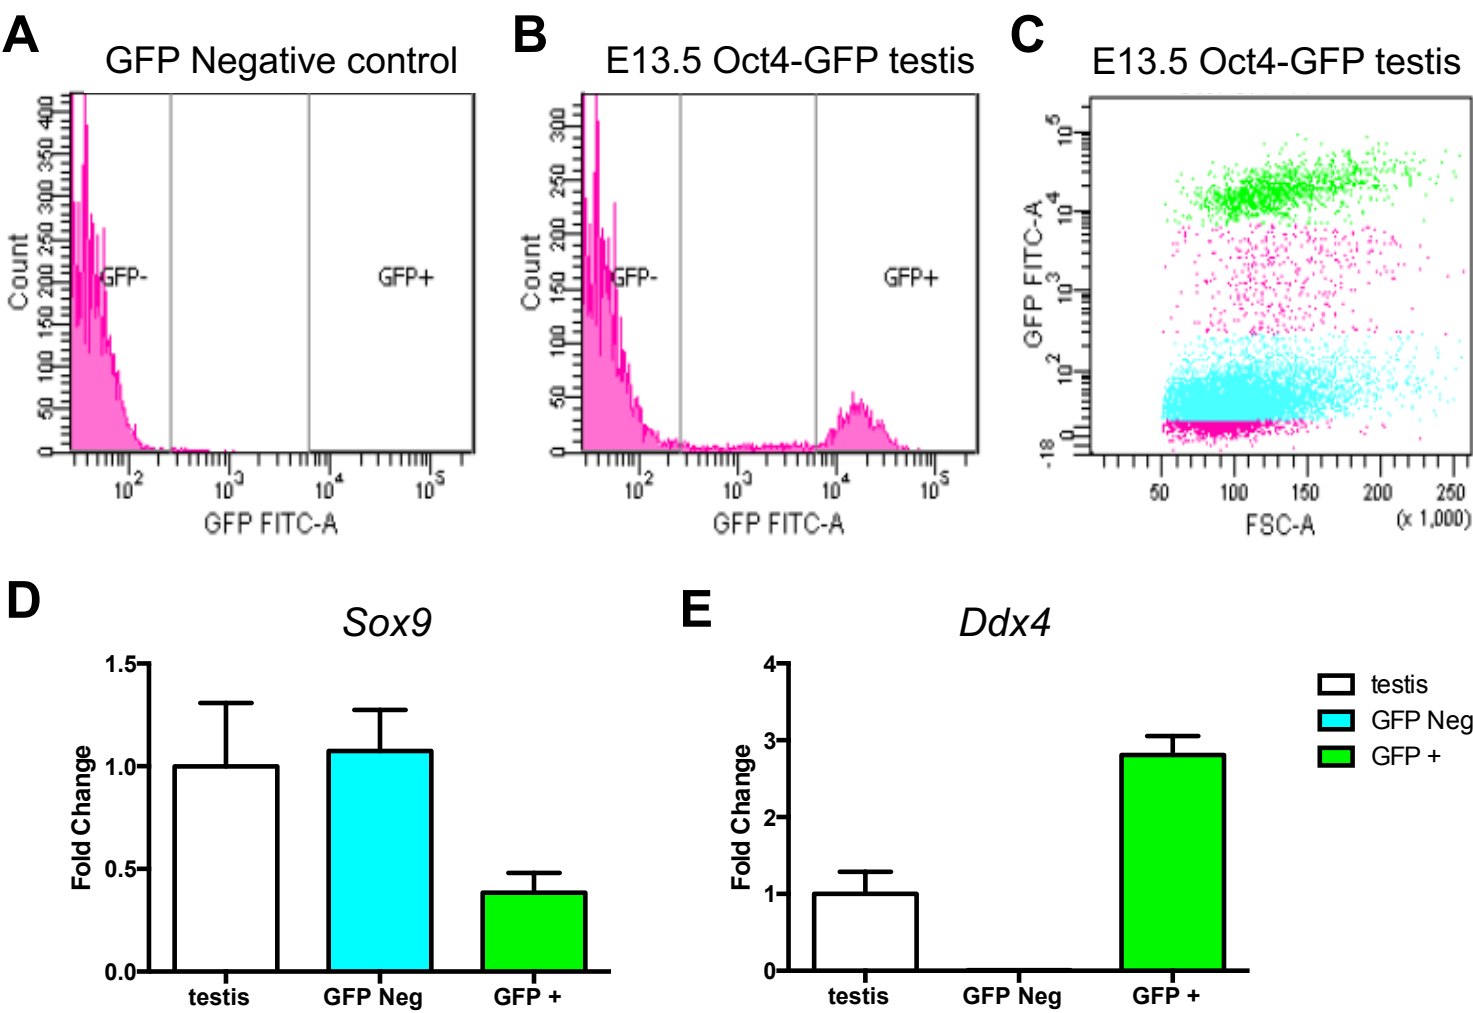

Figure S2

A

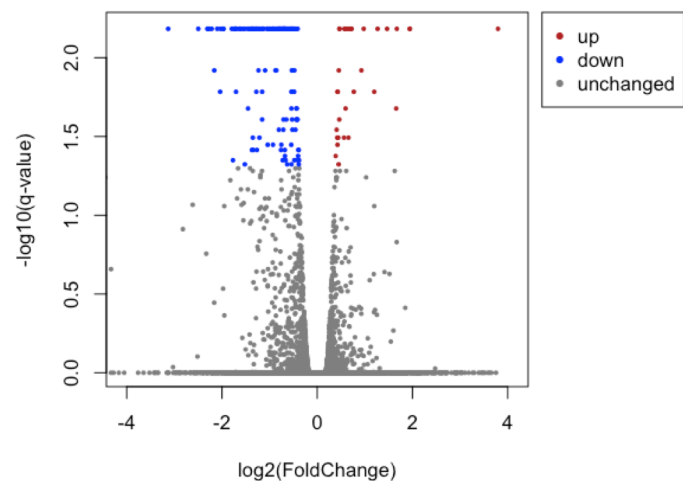

B

Top 10 GO Biological process terms (by p-value), E14.5

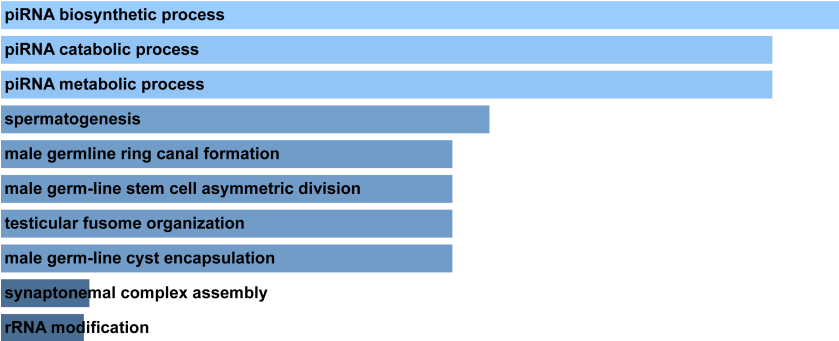

C

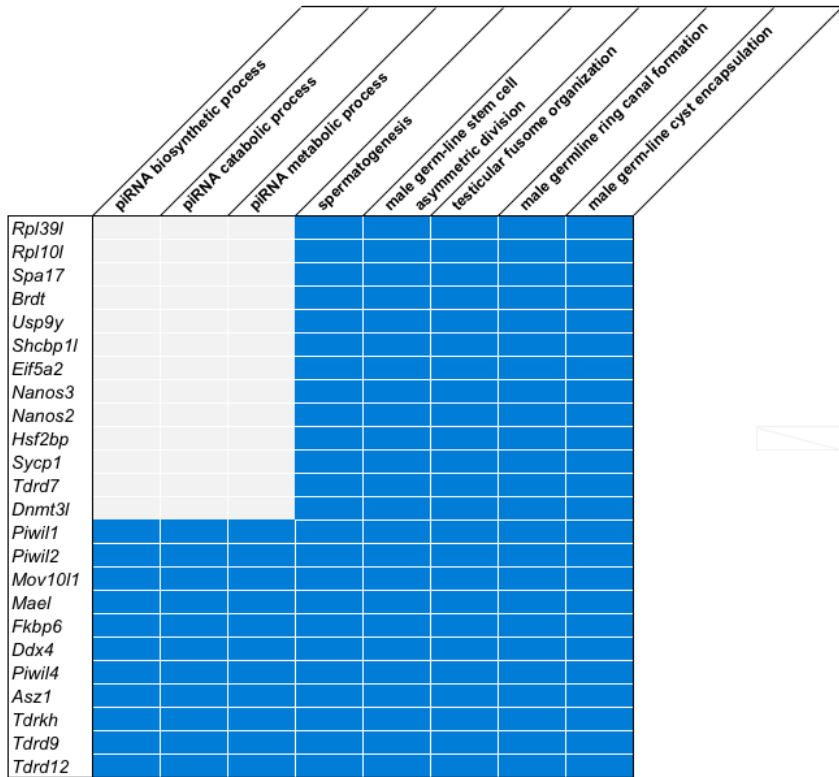

Figure S3

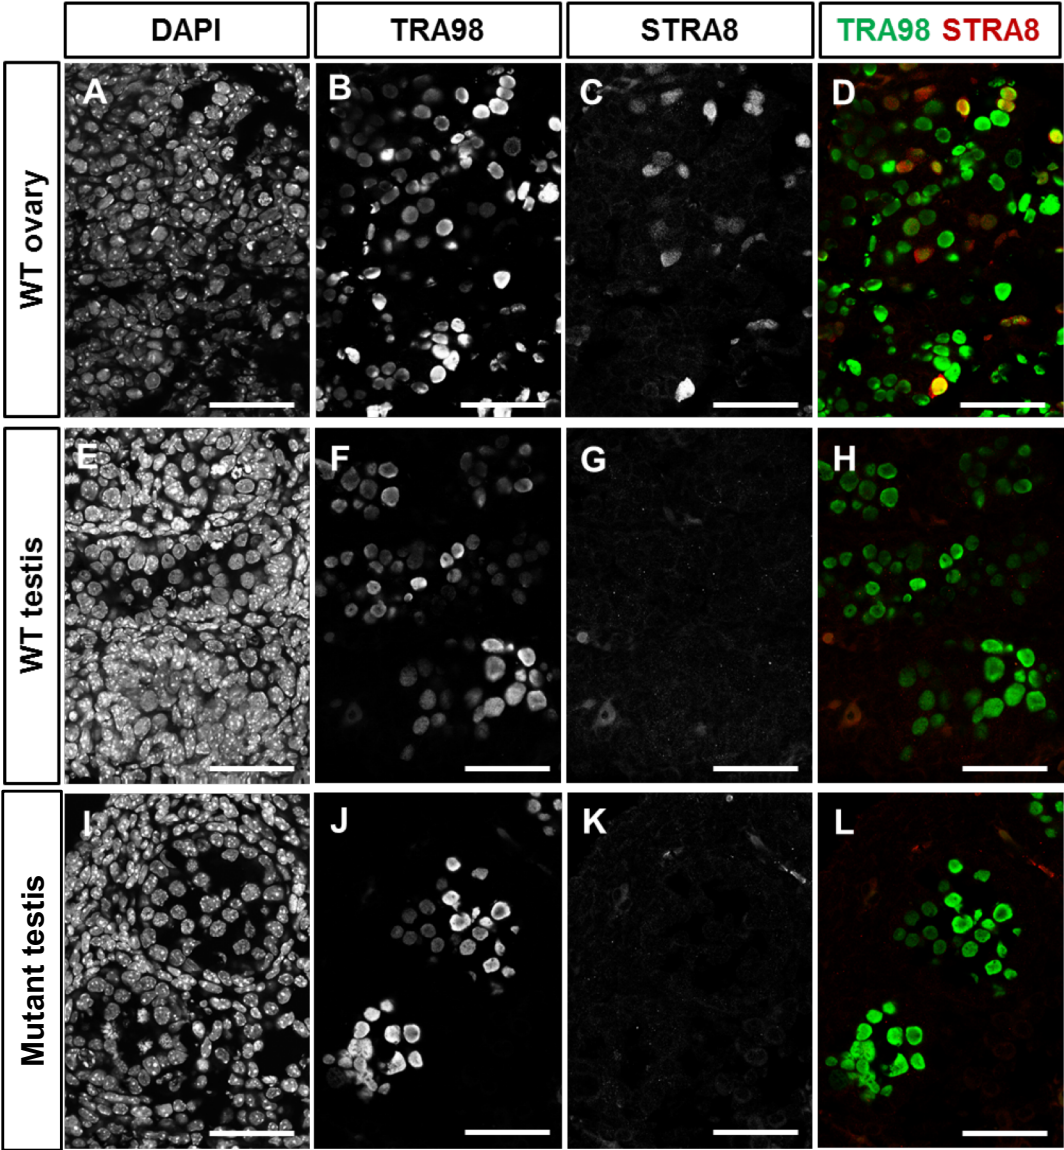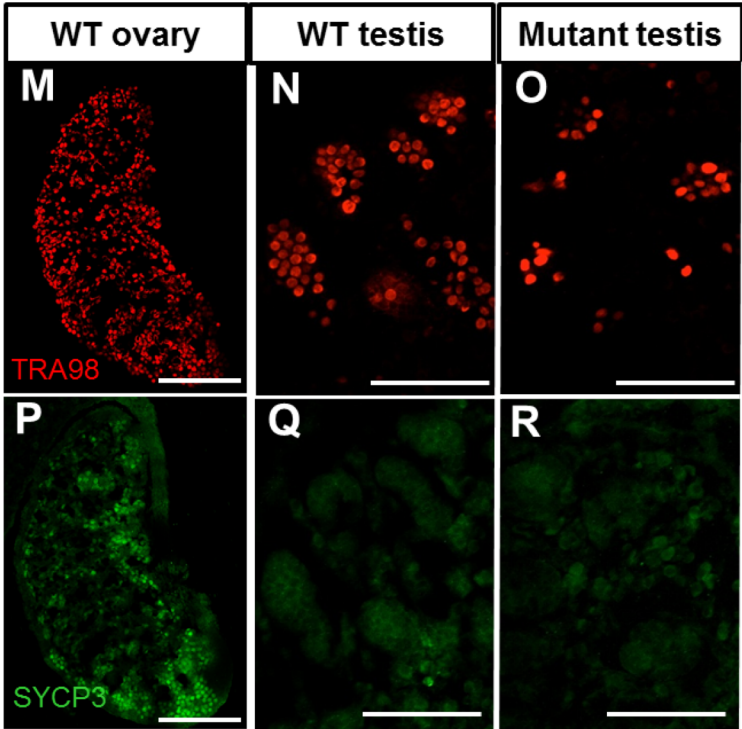

Figure S4

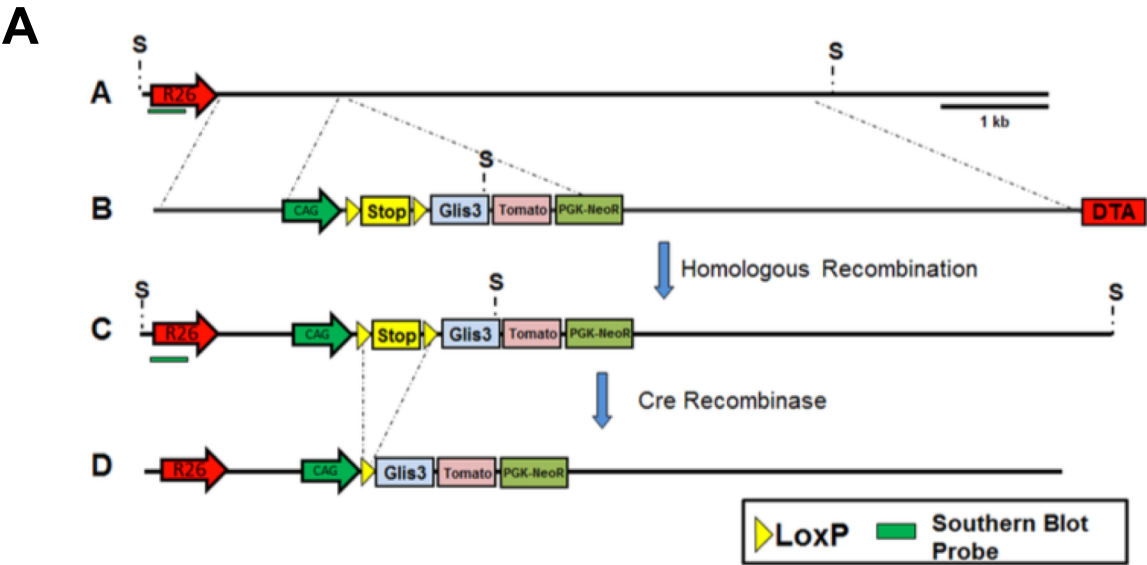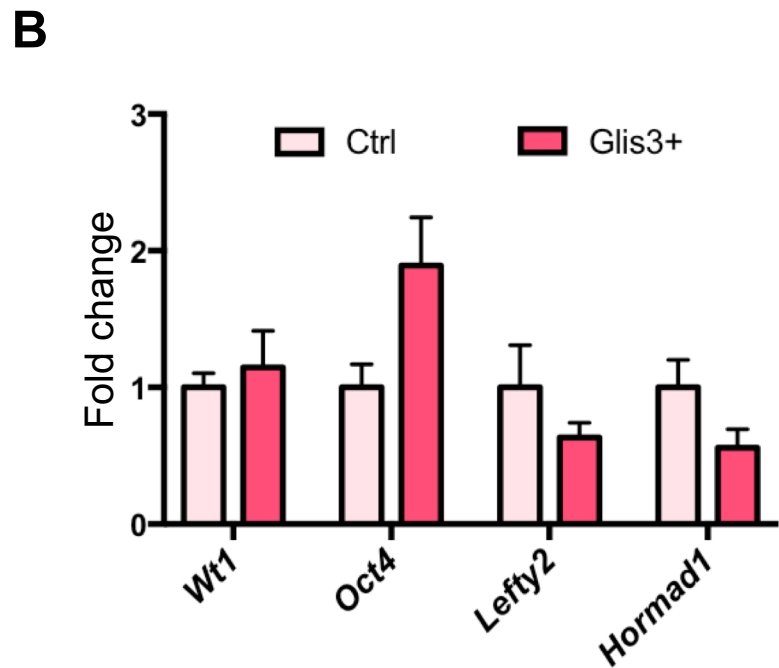

Figure S5

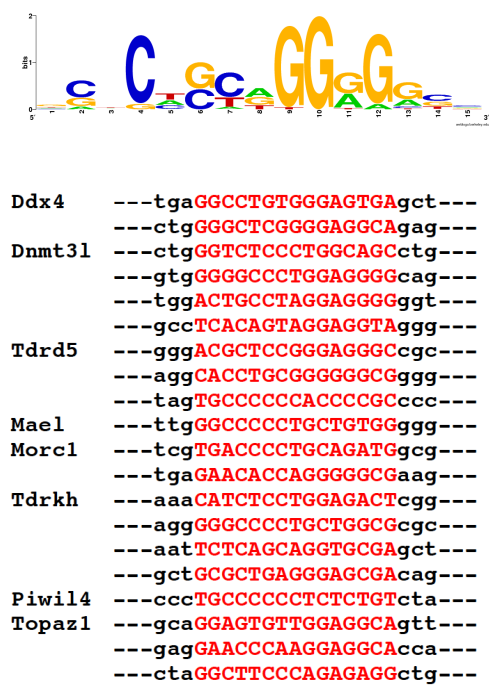

**Supplemental Table 1.** Top 10 enriched motifs in the promoters of genes differentially expressed in *Glis3* mutant testes at E14.5

| TF family           | Motif model  | Motif logo                                                                          | Model source     | Enrichment <i>p</i> -value |
|---------------------|--------------|-------------------------------------------------------------------------------------|------------------|----------------------------|
| bHLH                | MYC_Q2       | 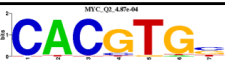   | TRANSFAC         | 4.87e-04                   |
| Zinc finger         | Sp4          | 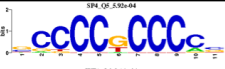   | UniPROBE         | 5.92e-04                   |
| Zinc finger         | WT1          | 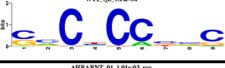   | TRANSFAC         | 9.14e-04                   |
| bHLH                | ARH/ARNT     | 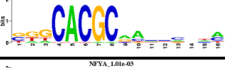   | TRANSFAC         | 1.01e-03                   |
| CCAT binding factor | NFYA         | 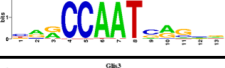   | TRANSFAC         | 1.01e-03                   |
| Zinc finger         | <b>Glis3</b> | 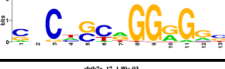   | ChIP-seq derived | 1.65e-03                   |
| Zinc finger         | Zbtb7a       | 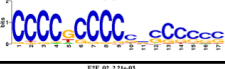   | ChIP-seq derived | 1.80e-03                   |
| E2F                 | E2F_02       | 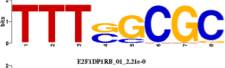   | TRANSFAC         | 2.22e-03                   |
| E2F                 | E2F1DP1RB    | 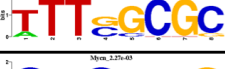  | TRANSFAC         | 2.22e-03                   |
| bHLH                | Mycn         | 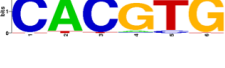 | JASPAR           | 2.27e-03                   |

**Supplemental Table 2. qPCR primer sequences and probe information**

| SYBR based gene expression assays |                          |                          |                    |
|-----------------------------------|--------------------------|--------------------------|--------------------|
|                                   | (5' to 3' sequence)      |                          |                    |
| Gene                              | Forward primer           | Reverse primer           | reference          |
| <i>Ddx4</i>                       | GAGAACACATCTACAACCTGGTGG | AAACCTCTGTTTCCAAAGCCC    | Harvard PrimerBank |
| <i>Gapdh</i>                      | TTCACCACCATGGAGAAGGC     | GGCATGGACTGTGGTCATGA     | Harvard PrimerBank |
| <i>Glis3</i>                      | CCATGTCCACGGATTTTATGG    | CACAGTTCTTTGGGAATCAGGAT  | (14)               |
| <i>IAPGag</i>                     | AACCAATGCTAATTTACCTTGGT  | GCCAATCAGCAGGCGTTAGT     | (19)               |
| <i>L1ORF2</i>                     | GGAGGGACATTTTATTCTCATCA  | GCTGCTCTTGATTTGGAGCATAGA | (19)               |
| <i>Mapk1</i>                      | CCTTCAGAGCACTCCAGAAAGT   | ACAACACCAAAAAGGCATCC     | (36)               |
| <i>Neurog3</i>                    | TTCTTTTGAGTCGGGAGAACTAGG | GGGACACTTGGATGGTGAGC     | (14)               |
| <i>Pou5f1</i>                     | ACCTGGCTTCAGACTTCGC      | TGAGCCTGGTCCGATTCCA      | Harvard PrimerBank |
| <i>Rec8</i>                       | CTACCTAGCTTGCTTCTTCCCA   | GCCTCTAAAAGGTGTCTGAATCTG | (37)               |
| <i>Sox9</i>                       | AAGAAAGACCACCCCGATTACA   | CAGCGCCTTGAAGATAGCATT    | Harvard PrimerBank |
| <i>Stra8</i>                      | GCCGGACCTCATGGAATTTGA    | TCACTTCATGTGCAGAGATGATG  | Harvard PrimerBank |

| Taqman gene expression assays |                   |
|-------------------------------|-------------------|
| Gene                          | Probe reference # |
| <i>Boll</i>                   | Mm01255492_m1     |
| <i>Cyp11a1</i>                | Mm00490735_m1     |
| <i>Dnmt3l</i>                 | Mm00457635_m1     |
| <i>Gapdh</i>                  | mm99999915_g1     |
| <i>Hormad1</i>                | Mm00471448_m1     |
| <i>Lefty2</i>                 | Mm0077457_m1      |
| <i>Mael</i>                   | Mm01293195_m1     |
| <i>Oct4</i>                   | Mm00658129_gH     |
| <i>Piwil1</i>                 | Mm01204593_m1     |
| <i>Piwil2</i>                 | Mm00502383_m1     |
| <i>Piwil4</i>                 | Mm01144775_m1     |
| <i>Tdrd1</i>                  | Mm00459548_m1     |

How the deposited data were processed for this re-analysis (not part of the article)

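RNA-Seq data of whole testes at E14.5 were used, from 7 embryos with 1 pair of testes per library, 3 labelled wild-type and 4 homozygous mutant (n = 3 and n = 4). Conditions and replicate numbers were taken from the sample labels. For the first table, the authors filtered reads on base quality, aligned them to mm10 with TopHat and made FPKM values with Cuffquant and Cuffnorm on RefSeq gene models; the deposited values are FPKM per gene, with the library scaling of that workflow included. For the second table, the authors kept uniquely mapped reads and made counts per RepeatMasker element with HTSeq-count; the deposited counts are not normalized and hold LINE, SINE and LTR elements without the paper's filter on depth. No column of per-sample values was left out. The sums of FPKM per library reached from 694243 to 1018678, and the number of loci with reads from 610877 to 711626.

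Genes were tested on log2(FPKM + 0.5) with limma 3.58.1 (lmFit and eBayes with a trend, two-sided) in R 4.3.3, for genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment and a threshold of 0.05. Loci were tested with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, two-sided) with a mean of at least 1 read per library and a threshold of 0.1, the filter and threshold of the paper. Counts were also summed over all loci of 12 families, 3 classes and 15 L1 and IAP groups, assigned from element names, and tested in the same way with the effective library sizes of the locus test. DESeq2 1.42.0, the tool the authors used for loci, was run as an alternative. Tests were also run on simulated data with known changes. Single values were compared with two-sided exact permutation tests over the 35 splits of the 7 libraries into 3 and 4. Without 1 wild-type library the smallest p-value of this test is 0.0667, and without 1 mutant library 0.05. Gene lists were tested with camera (inter-gene correlation 0.01) and fry. Loci were placed in genes with bedtools 2.31.1 and GENCODE M21, and the other steps were run in Python 3.11.15.

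The main tests and their thresholds, the lists of cell type genes and the alternatives below were chosen before the data were examined. A further 6 alternatives, and the tests and limits that the closing section names as chosen or set afterwards, were added once results had been seen. The genes named are all those that the paper names for the comparison or shows in Fig. 3A, 3C and 3E and Supplemental Fig. 2C, and the 5 largest rises and 5 largest falls past the threshold in groups that do not overlap; the same rule for rises and falls was used for loci. The lists were piRNA pathway, germ cell, Sertoli cell, fetal Leydig cell, interstitial, endothelial, blood, macrophage, mast cell, skeletal muscle, mesonephric, adrenal cortex and cell cycle genes and genes of the sex chromosomes. Alternatives for genes were pseudocounts of 0.1 and 1, no filter, a mean of at least 2 FPKM, quantile normalization, centring on the median, no trend, array weights, a block on replicate numbers, and leaving out each library. For loci they were DESeq2 with and without its prior on fold changes, DESeq2's size factors, library size only, no filter, a mean of at least 10 reads, a threshold of 0.05, the block and leaving out each library. For sums of loci they were loci with a mean of at least 1 read, library size only, DESeq2's size factors, DESeq2, the block and leaving out each library. Cuffdiff, which needs aligned reads, the enrichment of GO terms and the sequences of promoters were not analysed here.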

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

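The test of the skeletal muscle genes and the tests of a mislabelled sample and of RNA selection in the parts below were set before their results were seen; the tests of germ cell share, adrenal tissue and embryo age in this part were chosen only after the result was seen.

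In 10 of 153 measures, 1 of the 4 mutant libraries lay far from the other 3, where chance gives about 7.7. The gap to the nearest library divided by the range of the group was 0.853 for *Brdt*, 0.926 for *Dnd1*, 0.881 for *Henmt1*, 0.933 for *Piwil4* and 0.927 for *Shcbp1l*, with mutant replicate 1 highest in each. Their FPKM in mutant replicates 1 to 4 was 1.98, 1.07, 1.17 and 1.03 for *Brdt*, 56.1, 38.1, 39.4 and 38.4 for *Dnd1*, 0.814, 0.207, 0.205 and 0.126 for *Henmt1*, 1.64, 0.369, 0.312 and 0.277 for *Piwil4*, and 2.09, 0.591, 0.652 and 0.7 for *Shcbp1l*. Mutant replicate 1 was also highest for the IAPEy-int sum (0.914; 125, 55, 61 and 60 CPM), so that 6 of the 10 measures fell to this library. The 5 genes are expressed in germ cells and vary together, so they are not 5 independent observations. A difference in the age of the embryos was tested with the log2 ratio of the embryonic globin *Hbb-y* to *Hba-a2*, the latter summed over its 2 entries in the gene table. Over the 7 libraries its Pearson correlation with the piRNA pathway genes relative to other germ cell genes was -0.73 (exact permutation test, p = 0.0629, and p = 0.252 adjusted over 4 relations). The correlation was -0.43 without the 2 farthest libraries, wild-type replicate 2 and the library labelled wild-type replicate 3. Within the wild-type libraries it was -1 (n = 3) and within the mutant libraries -0.72 (n = 4). With 7 libraries, age cannot be told apart from other differences between embryos. Without mutant replicate 1, *Brdt*, *Dnd1*, *Henmt1* and *Shcbp1l* had log2 fold changes of -1.27, -1.27, -1.12 and -1.24.

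The other outlying libraries were mutant replicate 2, lowest for *Star* (0.890; 197, 157, 193 and 192 FPKM in mutant replicates 1 to 4) and for the IAP-d-int sum (1.000; 115, 99, 115 and 115 CPM), mutant replicate 3, lowest for *Stra8* (0.843), and mutant replicate 4, lowest for *Tdrd7* (0.897; 9.4, 9.53, 9.43 and 8.21 FPKM). Without these libraries the log2 fold change of *Star* was 0.55 and that of *Tdrd7* -0.32, with the direction unchanged. The number of outlying measures is near what chance gives, and no explanation was tested for the measures in this paragraph.

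Fetal Leydig cell genes, which the paper does not discuss as a group, were higher in the mutant libraries, with a median log2 fold change of 0.42 over 10 genes, of which 2, *Insl3* and *Star*, are in Fig. 3E. All 10 rose; none was past the threshold over all genes tested with limma, 8 had an unadjusted p under 0.05, and 7 were past it when adjusted over the list alone. The mean log2 value was 6.89, 7.39 and 7.11 in the libraries labelled wild-type replicates 1 to 3 and 7.56, 7.42, 7.57 and 7.65 in mutant replicates 1 to 4 (exact permutation test, p = 0.0286, the smallest possible; fry p = 0.0178). A lower share of germ cells would raise the genes of all somatic cells alike. The Leydig cell genes rose further than the mean of Sertoli cell, interstitial and endothelial genes by 0.35 on the log2 scale, within the spread of the libraries (exact permutation test, p = 0.2), so that a changed share of cells cannot be told apart from a change in Leydig cells. Adrenal tissue in the samples was tested with *Cyp21a1*, which had 0.569, 1.96 and 0.955 FPKM in the libraries labelled wild-type and 0.86, 1.01, 2.25 and 2.45 in the mutant libraries, a log2 difference of 0.37 (exact permutation test, p = 0.457). The list of 8 tested adrenal cortex genes had a median log2 fold change of 0.3 (fry p = 0.0526; exact permutation test, p = 0.0857). The mean of *Cyp21a1* rose by 0.48 FPKM and that of *Mc2r* by 0.46, while *Cyp11a1* rose by 233 and *Insl3* by 124 (exact permutation test, p = 0.0286 for each of the latter 2), which argues against adrenal tissue as the source of the whole rise, since added tissue adds to the FPKM of all its abundant transcripts. That *Cyp21a1* is abundant in the adrenal cortex is general knowledge and not in these data, and the limit used, a rise under 10% of that of *Cyp11a1*, was set after the values were seen. On the log2 scale the rises were of similar size (0.37 for *Cyp21a1*, 0.24 for *Mc2r* and 0.8 for *Cyp11b1*, against 0.55 for *Cyp11a1* and 0.66 for *Insl3*), and *Cyp11b1* rose by 4.79 FPKM, so that a small amount of adrenal tissue stays open, as does an effect of the mutation on Leydig cells.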

How the results depend on the processing

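The alternatives named here as chosen after seeing the data are the covariates, robust estimation in edgeR and leaving out the MMVL30-int locus.

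The number of genes with an adjusted p under 0.05 from limma was 1 with pseudocounts of 0.1 and 1, a mean of at least 2 FPKM, centring, no trend and array weights. It was 4 without a filter (1 higher, 3 lower) and 3 with quantile normalization (1 higher, 2 lower). Across the 7 fits that each left out 1 library, it went from 1 to 720 genes, with 0 to 162 higher and 1 to 558 lower; the highest values are without the library labelled wild-type replicate 3. With the globin ratio as a covariate, chosen after seeing the data, it was 70 (12 higher, 58 lower). The cause was not tested. The median of the piRNA pathway genes stayed below 0 under all alternatives run, from -1.54 to -0.6 across the fits that left out 1 library, with a fry p-value of 0.0115 with the globin covariate (median -1.22). The germ cell genes stayed below 0, from -0.91 to -0.42 across those fits, with a fry p-value over 0.05 with the globin covariate (0.0642, median -0.67) and without wild-type replicate 2 or any of the mutant replicates. The piRNA genes relative to other germ cell genes reached from -0.8 to -0.04 across those fits.

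The number of loci with an adjusted p under 0.1 was 15 with DESeq2 (4 higher, 11 lower) and 15 with its prior on fold changes (2 higher, 13 lower), where 387410 and 180191 loci had no adjusted p. It was 17 with a mean of at least 10 reads (0 higher, 17 lower; 60909 loci tested, 4191 with an unadjusted p under 0.05). Without a filter 58 loci were higher and 226 lower, and with robust estimation, chosen after seeing the data, there were 251 loci (183 lower). DESeq2's size factors (408), library size only (419) and a threshold of 0.05 (305) kept the number within 1.5 times. Across the 7 fits that each left out 1 library, the number went from 213 to 647, with 46 to 121 higher and 92 to 539 lower. More loci were lower than higher in all settings except without wild-type replicate 2. Counts of few reads limit single loci, and 10 of the 11 named loci were no longer past the threshold under at least 1 alternative. The number of families was 2 with DESeq2, 8 with the set covariate and 2 without the MMVL30-int locus, the last 2 alternatives chosen after seeing the data, and from 0 to 4 across the fits that left out 1 library.

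Replicate numbers are shared by replicates 1 to 3 of both groups. The correlations of same-numbered libraries were 0.198, -0.177 and 0.229, so the numbers do not pair the libraries. With a block on these numbers, and mutant replicate 4 without a partner, 0 genes were past the threshold (0 higher, 0 lower; 1726 with an unadjusted p under 0.05), 217 loci (69 higher, 148 lower) and 0 families. In this block the median of the piRNA genes was -0.98, that of the germ cell genes -0.67 (fry p-value 0.226), and the piRNA genes relative to other germ cell genes -0.38. Under the block *Lefty2* had a log2 fold change of -0.05, *Nodal* -0.01, *Dnmt3a* 0.02 and LTR elements -0.03.

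The following changed direction, and the cause was not tested. Across the fits that each left out 1 library, the log2 fold change went from -0.22 to 0.02 for *Bax*, from -0.11 to 0.15 for *Bcl2*, from -0.32 to 0.08 for *Boll*, from -0.09 to 0.26 for *Cyp26b1*, from -0.22 to 0.07 for *Dnmt1*, from -0.08 to 0.08 for *Dnmt3a*, from -1.82 to 0.07 for *Dnmt3l*, from -0.11 to 0.05 for *Elmo1*, from -0.26 to 0.25 for *Lefty2*, from -0.52 to 0.16 for *Nanog*, from -0.28 to 0.3 for *Nodal* and from -0.94 to 0.11 for *Tex13*. For sums it went from -0.08 to 0.11 for LTR, from -0.53 to 0.24 for ERV1, from -0.02 to 0.09 for ERVK, from -0.13 to 0.08 for IAP-d-int, from -0.32 to 0.02 for IAPEz-int, from -0.11 to 0.02 for IAPLTR1a_Mm, from -0.33 to 0.17 for IAPLTR2_Mm and from -0.02 to 0.09 for IAPLTR2a2_Mm. With library size only, it was -0.03 for LTR, -0.01 for SINE, -0.01 for B1, -0.03 for B2, -0.01 for B4, -0.01 for ERVL and -0.03 for IAPLTR2a2_Mm; with loci of a mean of at least 1 read, -0.12 for IAPLTR2a2_Mm and -0.04 for L1Md_Gf. With the covariates, chosen after seeing the data, it was 0.01 for *Bax* (globin), and -0.01 for *Bcl2* and 0.04 for ERV1 (set), and without the MMVL30-int locus 0.13 for ERV1. For the 99 named genes, the other changes were 52 stronger and 1 weaker; for the 11 named loci 83 weaker; and for the 30 sums 22 stronger and 40 weaker.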

Differences from the paper's values

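The paper states 673 differentially expressed genes (FDR under 0.05, Cuffdiff), and limma on the FPKM values gave 1. Of the alternatives set before the data were examined, leaving out the library labelled wild-type replicate 3 gave 720, within 1.5 times of the paper's number; none of the others did (0 to 5 genes). Which genes the 2 numbers share was not tested.

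Fig. 4A shows about 38 loci that are higher and about 12 that are lower in the mutant, read by eye, and the edgeR test gave 101 higher and 292 lower. For the higher loci, leaving out mutant replicate 1 gave 46, within 1.5 times of the paper's about 38 in Fig. 4A, and none of the other alternatives set before the data were examined did. For the lower loci, DESeq2 gave 11, DESeq2 with its prior on fold changes 13, and a mean of at least 10 reads 17, within 1.5 times of the paper's about 12 in Fig. 4A, and none of the others did. No alternative came within 1.5 times of both.

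The paper states that most of the changed retrotransposon loci are higher in the mutant. Here 292 of the 393 loci past the threshold were lower. The share of higher loci was 26.7% with DESeq2 and 56.8% without wild-type replicate 2, the alternative with the largest share. These counts are of loci that are not independent, since 199 of the 393 lay within 100 kb of another called locus.

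The paper counts the genes of Fig. 3A as reduced and those of Fig. 3E as increased. It describes those of Supplemental Fig. 2C as differentially expressed. All tested genes of Fig. 3A and 3E moved in the direction that the paper gives, and all of those of Supplemental Fig. 2C fell. None had an adjusted p under 0.05 from limma with all 7 libraries. An unadjusted p under 0.05 was found for 19 genes of Fig. 3A, 13 of Supplemental Fig. 2C and 15 of Fig. 3E. Without the library labelled wild-type replicate 3, 25 of the 38 genes of Fig. 3A, 17 of the 22 of Supplemental Fig. 2C and 5 of the 25 of Fig. 3E (*Hist1h2ad*, *Hist1h2ah*, *Hist2h3b*, *Rec8* and *Trh*) were past the threshold, and 2 of the 26 genes of Fig. 3C, *Bad* and *Tex13*, which the paper counts as unchanged. Without wild-type replicate 2, *Tdh* and *Hsd17b1* were past it. With the globin ratio as a covariate, chosen after seeing the values, *Brdt*, *Dnd1*, *Mael*, *Piwil4* and *Tdh* of Fig. 3A, *Insl3* and *Trh* of Fig. 3E, and *Asz1*, *Brdt*, *Mael*, *Piwil4*, *Rpl39l* and *Spa17* of Supplemental Fig. 2C were. No other alternative put a gene of these figures past the threshold.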

Other observations

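The tests of other splits for families past the threshold, of single libraries, host genes, a mislabelled sample, paralogs, RNA selection and muscle tissue were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

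Of the 35 splits of the 7 libraries into 3 and 4, 9 gave at least as many genes with an adjusted p under 0.05 from limma as the split by label, with up to 44 genes for wild-type replicates 2 and 3 and mutant replicates 3 and 4 against the rest. By the number of genes with an unadjusted p under 0.05, 1 of the 35 splits, the split by label itself, gave as many (2379, next 1420). With the library set described below as a covariate, 3029 genes had an unadjusted p under 0.05, which argues against that set as the source of the difference between the groups. Of 24 drawn splits, 5 gave as many loci with an adjusted p under 0.1 from edgeR, with up to 790 loci for wild-type replicates 1 and 2 and mutant replicates 1 and 2 against the rest. The split by label gave 22270 loci with an unadjusted p under 0.05, and other drawn splits gave up to 22828. Chance therefore cannot be set aside for the number of loci. For families, with 0 past the threshold, 35 of the 35 splits gave as many, which any split does, so that this count decides nothing. By the number of families with an unadjusted p under 0.05, which was 2, 5 of the 35 splits gave as many, so that chance cannot be set aside for families.

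The share of called loci with over 50% of their normalized reads in 1 library was 34.4%, so that most calls are not covered by this measure. Without wild-type replicate 2, 135 of the 393 loci stayed past the threshold, against 227 to 317 without any other single library. How many calls rest on single libraries therefore cannot be read from that share alone. Of the called loci inside tested genes, 90.8% moved in the direction of the gene, and 0 of 10000 random draws of loci matched on reads had as large a share. Many of the called loci inside genes may therefore carry reads of the host transcript; for those outside of tested genes this was not tested. Clusters of called loci were found on chromosome 7 from 6573445 to 6651975 (36 loci, all lower) and on chromosome 8 from 25813574 to 25847861, in *Star* and *Ash2l* (7 loci, 6 higher).

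*Glis3* was low in the library labelled wild-type replicate 3. Its relative depth of 0.935 lay within the range of the other libraries, which argues against low depth as the source. A mislabelled sample was tested on 11 genes within 10 Mb of *Glis3* with an unadjusted p under 0.01 without that library, on a scale with the mutant mean at 0 and the wild-type mean at 1. The library lay at 0.2, but wild-type replicate 2, left out in the same way, lay at -0.28, so that these genes decide nothing. Other values went both ways. The correlation of the library was 0.9778 and 0.9763 with wild-type replicates 1 and 2, and 0.9785 to 0.9896 with the mutant libraries. It had 7.5 FPKM of *Cpsf4l* and 9.04 of *Tdh*, against at most 1.06 and 1.63 in a mutant library. Its reads at retrotransposon loci inside *Glis3* also lay above those of all mutant libraries. The paper found *Glis3* mRNA back at baseline by E14.5, so a low value alone does not identify a mislabelled library. The library also had the highest log2 globin ratio, 2.03, against -0.43 to 1.2 in the others. Over the 7 libraries the Pearson correlation of that ratio with *Glis3* was -0.37 (exact permutation test, p = 0.394). A mislabelled sample cannot be told apart from variation between embryos, which may include their age.

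The fall of the piRNA pathway genes relative to other germ cell genes, -0.46 on the log2 scale, was within the spread of the libraries. The 22 other germ cell genes fell as well, with a median log2 fold change of -0.69. The mean germ cell count that the paper gives for E14.5 was also lower in mutant testes. The paper calls the counts not different, but their spread leaves room for a lower share of germ cells. A lower share of germ cells and a specific loss of piRNA pathway expression therefore cannot be told apart with these 7 libraries. Both stay open.

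In wild-type replicate 1 and mutant replicates 1 and 2, 16 genes differed by at least 2 on the log2 scale from the other 4 libraries (7 higher, 9 lower), among them *Rps18*, with 0.494, 158 and 148 FPKM in the libraries labelled wild-type replicates 1 to 3 and 0.462, 0.258, 119 and 134 in mutant replicates 1 to 4. This set was defined from these values and is not a condition. Other sets of 3 libraries had up to 21 such genes (wild-type replicates 1 and 2 and mutant replicate 1). Of the 14 of these genes with a transcript in the annotation, 50% shared much of their sequence with another gene, by a limit of 50% of the transcript, against 2.67% of all tested genes with a transcript, so that reads shared between paralogs are a candidate explanation for part of them; *H2-Aa*, *Tescl*, *AA465934*, *Gm8801* and *Rprl3* had no such sequence. On chromosome 17 lay 43.8% of them, against 4.94% of tested genes, and a strain variant cannot be told apart from shared sequence there. A difference in RNA selection would move the 65 histone genes, whose mean differed by -0.15 between the sets (exact permutation test, p = 0.543), within the spread of the libraries, so that a difference in RNA selection stays open. The MMVL30-int locus on chromosome 14 from 50807519 to 50807567, inside *Rpph1*, held 1.47%, 6.69% and 5.85% of the retrotransposon reads in the libraries labelled wild-type and 2.06%, 0.072%, 7.02% and 6.64% in the mutant libraries, which sets the sum of the ERV1 family.

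Skeletal muscle genes differed between libraries of 1 group, such as *Myh3*, with 3.28, 0.273 and 0.0751 FPKM in the libraries labelled wild-type and 4.38, 2.5, 0.0265 and 8.58 in the mutant libraries. The median correlation between pairs of the 12 genes, 2 of them from Fig. 3E, was 0.76, against 0.03 in random lists matched on expression (0 of 10000 as large), so that tissue from outside of the testis is a candidate explanation. The list did not differ between the groups (median log2 fold change 0.47; exact permutation test, p = 0.514).

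On the Y chromosome from 90797086 to 90811351, 13 of 21 loci were called, all lower. This segment was picked for its calls, and its 21 loci summed to 176, 193 and 246 CPM in the libraries labelled wild-type and 1.14, 14.3, 161 and 41.2 in the mutant libraries, with mutant replicate 3 near wild-type replicate 1 (log2 difference -3.34; exact permutation test, p = 0.0571). At the distal end of the X chromosome, from 169975043 to 170847706, the sums over 19 loci were 16.1, 17.1 and 20.5 and 1.71, 2.98, 6.34 and 4.61 (log2 difference -2.18; exact permutation test, p = 0.0286), against 0.16 for the rest of Y and 0.14 for the rest of X. A strain variant in this region may contribute, but it cannot be told apart from an effect of the mutation, since the strain of each embryo at this region is not known from the data used.

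Sums over L1Md elements were higher in the mutant, with a log2 fold change of 0.24 (adjusted p = 0.0463 from edgeR; exact permutation test, p = 0.0571), which was 0.06 with loci of a mean of at least 1 read. Sums over IAP elements had a log2 fold change of -0.09 (adjusted p = 0.614). Of the remaining lists, macrophage genes had a median log2 fold change of 0.23 over 9 genes (fry p = 0.0418; exact permutation test, p = 0.0857), mast cell genes 0.78 over 4 genes, of which 2 are in Fig. 3E (fry p = 0.0489; exact permutation test, p = 0.114), and mesonephric genes -0.2 over 6 genes, of which 1, *Lhx1* (-0.79), is in Fig. 3A (fry p = 0.0273; exact permutation test, p = 0.0286). Interstitial, endothelial, blood and cell cycle genes and genes of the sex chromosomes had medians of 0.12, 0.02, 0.07, -0.01 and 0 (exact permutation tests, p = 0.4, 0.857, 1, 0.886 and 0.429).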
